# TCF7L1 Controls the Differentiation of Tuft Cells in Mouse Small Intestine

**DOI:** 10.3390/cells12111452

**Published:** 2023-05-23

**Authors:** Valeriya V. Zinina, Melanie Sauer, Lira Nigmatullina, Nastasja Kreim, Natalia Soshnikova

**Keywords:** TCF7L1, enteroendocrine cells, tuft cells, small intestine, WNT, Notch

## Abstract

Continuous and rapid renewal of the intestinal epithelium depends on intestinal stem cells (ISCs). A large repertoire of transcription factors mediates the correct maintenance and differentiation of ISCs along either absorptive or secretory lineages. In the present study, we addressed the role of TCF7L1, a negative regulator of WNT signalling, in embryonic and adult intestinal epithelium using conditional mouse mutants. We found that TCF7L1 prevents precocious differentiation of the embryonic intestinal epithelial progenitors towards enterocytes and ISCs. We show that *Tcf7l1* deficiency leads to upregulation of the Notch effector *Rbp-J,* resulting in a subsequent loss of embryonic secretory progenitors. In the adult small intestine, TCF7L1 is required for the differentiation of secretory epithelial progenitors along the tuft cell lineage. Furthermore, we show that *Tcf7l1* promotes the differentiation of enteroendocrine D- and L-cells in the anterior small intestine. We conclude that TCF7L1-mediated repression of both Notch and WNT pathways is essential for the correct differentiation of intestinal secretory progenitors.

## 1. Introduction

The gut epithelium plays a central role in immune surveillance, nutrient absorption, and synthesis of hormones. Its constant exposure to pathogens and xenobiotics leads to tissue injury. Abnormalities in the epithelial cell barrier and functions result in both acute disorders, such as colitis and diarrhoea, and chronic diseases, such as cancer. Therefore, gut epithelial cells must be both rapidly replaced and correctly specified. To maintain tissue homeostasis, intestinal stem cells (ISCs) constantly generate transit-amplifying progenitors that, in turn, are specified either along the absorptive enterocyte or the secretory lineages [1]. The secretory progenitors progressively differentiate towards mucous-secreting goblet, hormone-secreting enteroendocrine, immuno-modulating Paneth, and tuft cells.

WNT and Notch signalling molecules are crucial for stem cell self-renewal and balanced generation of absorptive and secretory cell types [1]. WNT signalling governs these processes by regulating a large number of genes encoding for transcription factors and components of signalling pathways [2]. On one side, cell cycle promoting genes, such as *c-Myc* and *cyclin D1* are transcriptionally activated by WNT signals [3]. On the other side, numerous transcription factors essential for the specification of undifferentiated progenitors along the secretory lineage (*Atoh1*), tuft (*Pou2f3*), and enteroendocrine cell lineages (*Neurog3*, *Neurod1*, *Foxa2,* and *Rfx3*) are direct targets of WNT signalling [2]. In the absence of WNT ligands, the downstream components of the WNT signalling T-cell-specific transcription factor 7 like 1 (TCF7L1) and TCF7L2, interact with corepressor proteins, such as Groucho/Transducin-like enhancer of split (GRO/TLE) [4] and C-Terminal-Binding Protein (CtBP) [5], that recruit histone deacetylases to the promoters of WNT target genes, leading to their silencing. Upon WNT stimulation, activated Dishevelled (DVL) promotes the dissociation of a large multiprotein complex containing β-catenin, Axin1/2, Adenomatous Polyposis Coli (APC), and two kinases: glycogen synthase kinase 3β (GSK3β) and casein kinase 1 (CK1) [6]. β-catenin then accumulates in the nucleus, where it associates with TCF7L2 and activates the transcription of WNT target genes [6]. In contrast, β-catenin binds TCF7L1 to remove it from DNA, which leads to TCF7L1 degradation [7]. Thus, TCF7L1 functions predominantly as a repressor of WNT-dependent genes [4].

Loss of *Tcf7l2* results in complete inhibition of cell proliferation in the neonatal and adult small intestine [8,9], indicating that this transcription factor is a non-redundant downstream effector of WNT signalling from the neonatal stage. However, TCF7L2 is not the only family member that is expressed in the gut epithelium. *Tcf7l1* is also expressed in the embryonic gut [10] and tuft cells [11]. A previous study showed that TCF7L1 is not required for either proliferation of the adult ISC or for differentiation along Paneth/goblet cell lineages [9]. However, the functions of TCF7L1 during embryonic gut development or differentiation of tuft and enteroendocrine cells were not examined.

In contrast to the adult intestinal epithelium, which is shaped in villi–crypt domains, the embryonic small intestine is a simple tube composed of a single epithelial layer surrounded by mesenchyme [12]. Between embryonic days 9.5 (E9.5) and E14.5, both the epithelial and mesenchymal cells proliferate at very high rates, which ensures a rapid expansion of the intestinal tube in length and circumference. Interestingly, the self-renewal of the embryonic intestinal epithelial progenitors is independent of WNT/β-catenin signalling. Consistently, WNT/β-catenin target genes, including *Axin2*, *Ascl2,* and *Lgr5* are expressed only in a few embryonic intestinal epithelial cells by E13.5 [10,13]. Around E14.5, the intestinal epithelium begins to differentiate, giving rise to enterocyte, goblet, and enteroendocrine cells [12].

To maintain ISCs and to specify ISC progenitors along either absorptive or secretory fates, the WNT/β-catenin pathway cooperates with the Notch pathway [14]. Interaction between the Notch receptor and delta-like (DLL) or jagged ligands leads to its cleavage [14]. The intracellular domain of the Notch receptor (NICD) then translocates to the nucleus and associates with recombination-signal-binding protein-J (RBP-J) transcription factor resulting in the activation of its target genes [15]. Loss-of-function mutation in *Rbp-j* causes rapid differentiation of transient-amplifying cells towards secretory goblet cells [16]. In contrast, ectopic activation of Notch signalling leads to the loss of secretory cells in the adult small intestine [17]. NICD/RBP-J blocks specification along the secretory lineage through the activation of *Hairy enhancer of split1/5* (*Hes1/5*) genes [15]. Moreover, *Hes1* transcription is also positively regulated by WNT/β-catenin signalling [18]. HES family members are transcription factors that in turn repress genes promoting the differentiation along secretory lineages, such as *Atoh1* [19]. Therefore, the Notch and WNT pathways converge on coregulated target gene promoters.

Here, we report that TCF7L1 deficiency results in the loss of secretory goblet and enteroendocrine cells during embryogenesis, and that these defects are associated with the upregulation of *Rbp-J* expression. We further demonstrate that TCF7L1 is required for the differentiation along tuft and enteroendocrine D- and L-cell lineages in the adult small intestine.

## 2. Materials and Methods

### 2.1. Mouse Strains

*Tcf7l1^tm1a(EUCOMM)Wtsi^* mice were obtained from *EMMA. Shh^EGFP-Cre^* mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). CD1 mice were obtained from Charles River Laboratories (Cologne, Germany). *ROSA26::FLPe* mice were a gift from Thomas Hankeln, JGU, Mainz. Mouse colonies were maintained in a certified SPF animal facility per European guidelines. All mice were housed on a 12-h light/dark cycle with constant access to food and tap water. All the animal experiments were performed according to guidelines of the central animal facility institution (TARC, Mainz University Medical Center) representing those of the German Animal Welfare Act and the European Directive 2010/63/EU for the protection of animals used for scientific purposes. Breeding was approved by the local authorities (Kreisverwaltung Mainz-Bingen, Mainz). Reporting was carried out according to the ARRIVE guidelines for reporting in vivo experiments.

Mouse genotyping was performed using the following primers WT-for 5′-AGCAACCAAATGAAGGCTCAC-3′, WT-rev 5′-CTGCTGCCCCTCTTTTCATC-3′, mut-rev 5′-TCGTGGTATCGTTATGCGCC-3′, lox-for 5′-CTAACAAGTACAGAGGACTAACT-3′, and lox-rev 5′-ATCCGATATGCATACCACAAACT-3′. The expected sizes of wild-type and *LacZ* knock-in alleles were 340 bp and 200 bp, respectively. For floxed and wild type alleles, they were 250 bp and 200 bp, respectively. To detect Shh-Cre allele, CreF 5′-GGTGCGCTCCTGGACGTAGC-3′, and CreR 5′-GGGACAGCTCACAAGTCCTC-3′, primers were used, generating a 400 bp fragment.

### 2.2. Low Cell Number RNA-Sequencing

Small intestines were dissected from mouse embryos at day 13.5 (E13.5), cut into 2 mm pieces, and incubated for 10 min with 0.15 mg/mL collagenase (Sigma, Merck KGaA, Darmstadt, Germany) in PBS at 37 °C with shaking at 800 rpm. Single-cell suspensions were collected via centrifugation at 200× *g* for 5 min and resuspended in 200 mL of PBS supplemented with 2% goat serum. Cells were stained with APC-conjugated anti-EpCAM antibody 1:1000 (eBioscience, San Diego, CA, USA) for 30 min at room temperature. Living cells were gated via DAPI dye exclusion. Fluorescence-activated cell sorting analysis was performed using the BD FACS Aria II SORP cell sorter (85 μM nozzle).

For ultralow cell number RNA-sequencing five hundred EpCAM+ embryonic intestinal cells were isolated by FACS directly in 7 μL of lysis buffer (Takara Bio, Kusatsu City, Japan) supplemented with 5% RNase inhibitor and stored at −80 °C. cDNA was synthesised using SMARTer v4.0 kit (Takara Bio) according to the manufacturer’s instructions. Amplification was performed for 15 cycles. After cDNA fragmentation (Covaris, Woburn, MA, USA), libraries were prepared using the Ovation Ultralow v2 Library System (NuGEN, Houston, TX, USA) according to the manufacturer’s instructions.

### 2.3. RNA-Sequencing Data Analysis

Libraries were sequenced on an Illumina NextSeq 500 (NextSeq Control software v. 2.1.0.31) with a read length of 84 based and demultiplexed using bclfastq (v.2.19.1). Samples were mapped using STAR v2.5.2b [20] against iGenomes mm9. Reads per gene were counted using feature Counts v. 1.5.1 [21]. Read counts are based on uniquely mapping reads. For mapping as well as read counting the reference gene model downloaded from UCSC on 6 March 2013 was used (as provided with iGenomes). The differential expression analysis was performed using Bioconductor release 3.6 [22] and DESeq2 v1.18.1 [23] using standard parameters for testing and modelling as well as independent filtering. Finally, RPKM values were calculated per gene based on FPM (robust counts per million mapped fragments) values provided by DESeq2 and divided by the gene length and multiplied by 1000.

Sequencing-depth-normalised coverage tracks (bigwig) were generated using DeepTools v. 2.4.3 [24]. The raw sequencing data as well as the read counts per gene were deposited on the NCBI Gene Expression Omnibus database. The genes were considered significantly differentially expressed if they fit the following criteria: log_2_FC ≥ 0.5, FDR < 0.01, RPKM ≥ 50. Functional annotation analysis was performed using DAVID Functional Annotation Tool [25].

### 2.4. Quantitative PCR

For qPCR, 10 ng of cDNA generated with SMARTer v4.0 kit (Takara Bio) from EpCAM+ embryonic intestinal cells were used. Expression changes were normalized to *Tbp*. PCR primers were designed using Primer Blast “http://www.ncbi.nlm.nih.gov/tools/primer-blast/ (accessed on 17 May 2023)”. PCR was performed using SYBR green containing master mix kit (Applied Biosystems, Waltham, MA, USA) with ViiA™ 7 cycler (Applied Biosystems). A mean quantity was calculated from triplicate reactions for each sample.

### 2.5. RNA In Situ Hybridization

Embryos or adult small intestines were dissected and fixed in 4% PFA overnight. Prior to fixation, adult small intestines were divided into three equal parts—anterior, mid, and posterior. The following day tissues were dehydrated by incubation in a series of 30%, 50%, 70%, and 99% ethanol solutions and washed in xylol twice. Afterwards, tissues were embedded in paraffin and cut into 10 μm sections with the Leica RM2235 Rotary Microtome. Paraffin slides were incubated at 57 °C for 2 h, deparaffinized in xylol and rehydrated in a series of 99%, 70%, 50%, and 30% ethanol solutions, followed by PBS. Rehydrated sections were fixed in 4% PFA for 15 min, bleached in 6% H_2_O_2_ for 15 min, and treated with 10 ug/mL proteinase K solution for 10 min. The treated slides were immediately fixed in 4% PFA for another 15 min, washed twice in PBS, acetylated in freshly prepared 0.25% acetic anhydride in 100 mM Tris-Cl (pH 7.5) for 10 min. Then, tissues were equilibrated in 2 × SSC buffer, pH 5 and dehydrated in a series of 30%, 50%, 70%, and 99% ethanol solutions. The dehydrated slides were dried on air and hybridized with digoxygenin-labelled RNA probes for *Ghrl*, *Gip*, and *Sst* overnight at 63 °C. The following day, hybridized sections were washed in 5×, 2×, 1×, and 0.2 × SSC buffer at 60 °C and then proceeded to the blocking stage and were incubated overnight with sheep anti-digoxigenin antibody 1:3000 (Roche, Basel, Switzerland). The following day, slides were washed in TBSX buffer and stained with NBT/BCIP (Roche, Basel, Switzerland) until the signal developed. Afterwards, slides were dehydrated and mounted with ROTI^®^Histokitt (Carl Roth GmbH, Karlsruhe, Germany). Images were acquired on the Olympus IX2-UCB microscope.

RNA in situ hybridization for *Dclk1* was performed using RNAscope™ 2.5 HD Duplex Assay Kit (ACD Bio-Techne, Newark, CA, USA) following the manufacturer’s instructions. Target retrieval was performed for 15 min, and protease pretreatment was performed for 30 min. Images were acquired on the Olympus IX2-UCB microscope.

### 2.6. Immunohistochemistry and Detection of lacZ

Embryonic or adult small intestines were fixed for 16 h in 4% formaldehyde in PBS at 4 °C. Immunohistochemical analyses were performed on 10 μm paraffin-embedded gut tissue sections. Paraffin slides were incubated at 57 °C for 2 h, deparaffinized, and rehydrated. Antigen retrieval was performed by boiling in 40 mM sodium citrate buffer (pH 6.0) for 1 h. Endogenous peroxidases were blocked in 6% H_2_O_2_ for 10 min, washed twice in PBS and blocked with 5% goat serum and 0.1% NP-40. One hour later, the blocking solution was substituted by the primary antibody diluted in the blocking solution. The following antibodies and dilutions were applied: CHGA (1:500, ImmunoStar (Hudson, WI, USA)), 5-HT (1:500, Immunostar), GLP-1 (1:1000, Thermofisher (Waltham, MA, USA)), Ki67 (1:200, BioLegend (San Diego, CA, USA)), LYZ1 (1:500, Dako, Agilent, Santa Clara, CA, USA).

Slides were incubated with the primary antibody overnight, then washed thrice in PBS, 5 min each wash. Next, biotinylated secondary antibodies (Dianova, Biozol, Hamburg, Germany) were applied on the slides in 1:1000 dilution and incubated for two hours at room temperature. Next, the slides were washed thrice in PBS and incubated with Vectastain Elite ABC Reagent (Vector Laboratories) for 1 h at room temperature. The slides were washed in PBS and incubated with SIGMA FAST 3,3′-Diaminobenzidine Tablets (Sigma-Aldrich, St. Louis, MI, USA) dissolved in PBS. Afterwards, the slides were dehydrated and mounted with ROTI^®^Histokitt (Carl Roth GmbH, Karlsruhe, Germany). Images were acquired on the Olympus IX2-UCB microscope.

To detect LacZ-positive cells embryos were dissected in PBS, fixed with 0.2% glutaraldehyde for 20 min, washed 3 times with PBS/0.01% NP-40/0.01% Na-deoxycholate, and incubated for 16 h in staining solution (5 mM K_3_[Fe(CN)_6_], 5 mM K_4_[Fe(CN)_6_], 2 mM MgCl_2_, 0.01% NP-40, 0.01% Na-deoxycholate, and 1 mg/mL X-gal in PBS). Embryos were dehydrated through EtOH and xylol series and embedded in paraffin. Images were acquired with the Olympus IX2-UCB microscope.

### 2.7. Periodic Acid–SCHIFF (PAS) Staining

Paraffin sections (5 μm) were deparaffinized and hydrated to deionized water. Next, slides were immersed in periodic acid solution (Sigma-Aldrich, St. Louis, MI, USA) for 5 min at room temperature. Then, the slides were rinsed several times in distilled water and immersed in Schiff’s Reagent (Sigma-Aldrich, St. Louis, MI, USA) for 15 min. At the end of the incubation, slides were washed in running tap water for 5 min, dehydrated, mounted with ROTI^®^Histokitt (Carl Roth GmbH, Karlsruhe, Germany), and imaged on the Olympus IX2-UCB microscope.

### 2.8. Haematoxylin and Eosin (H&E) Co-Staining

Paraffin sections (5 μm) were deparaffinized, hydrated, and stained in Gill’s haematoxylin solution 2 (Sigma-Aldrich) for 3 min. After that, the slides were washed in running tap water for 5 min, rinsed in distilled water, and dipped in 95% ethanol. Next, the eosin co-staining was performed by immersing slides in the eosin solution (Sigma-Aldrich) for 1 min. Stained slides were washed in 95% ethanol, dehydrated, and mounted with ROTI^®^Histokitt (Carl Roth). Images were acquired on the Olympus IX2-UCB microscope.

### 2.9. Statistical Analysis

Information on sample size and statistical tests used for each experiment are indicated in the figure legends. All staining counts were analysed using a two-tailed nested *t*-test. Data are shown as means with SD, a *p*-value of ≤0.05 was considered significant. All data were tested for normality using D’Agostino and Pearson, Anderson–Darling, and Shapiro–Wilk tests. All described analyses were performed in GraphPad Prism v9.5.0.

## 3. Results

### 3.1. TCF7L1 Controls the Expression of Secretory Lineage Genes during Gut Development

To study the functions of TCF7L1 during gut development, we have used two mouse strains (Figure 1A). The first is a conditional *Tcf7l1-lacZ* line in which the splice acceptor-*lacZ* gene flanked by FRT sites is inserted in the fifth intron of the *Tcf7l1* gene [26]. Splicing of *lacZ* to the fifth exon of *Tcf7l1* generates both a null and a reporter allele. The second strain is a conditional *Tcf7l1* in which exon 6 is flanked by *loxP* sites, generating a frameshift and triggering nonsense-mediated decay of the mutant RNA upon Cre-mediated recombination [26]. We first examined the expression pattern of *Tcf7l1* at embryonic day 13.5 (E13.5), the earliest stage when stem cell, secretory and absorptive lineage specific genes are activated in the gut epithelium [10]. LacZ staining revealed that *Tcf7l1* is expressed in the epithelium of the anterior small intestine (Figure 1B). In contrast, the expression of *Tcf7l1-lacZ* reporter was not observed in the posterior half of the small intestine (Figure 1B), indicating that *Tcf7l1* is differentially expressed along the anterior–posterior axis at this developmental stage.

Mouse embryos lacking *Tcf7l1* die around E8.5 [27]. We therefore used the *Shh^Cre-EGFP^* allele, which displays Cre activity as early as E9.5 [28,29], to inactivate *Tcf7l1* in the developing gut epithelium. The small intestines of *Shh^Cre-EGFP^*:*Tcf7l1^lox/lox^* embryos were indistinguishable from wild type controls at E13.5. 

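RNA-sequencing was performed on epithelial cells of the small intestine at E13.5 from *Shh Cre-EGFP*:*Tcf7l1 lox/lox* embryos, referred to as mutant, and from wild type embryos, with 3 libraries in each group, numbered 1 to 3. In the mutants, Cre recombinase is expressed from the *Shh* locus and deletes a floxed exon of *Tcf7l1* in the gut epithelium. Each library was made from 500 living cells that carried EpCAM, a surface protein of epithelial cells, and the cDNA was amplified for 15 PCR cycles. The authors mapped the reads to the mouse genome build mm9, counted uniquely mapping reads on each gene of a UCSC gene model and deposited these counts without normalization. The total count was 19909798, 19787517 and 20397278 in wild type 1, 2 and 3, with a median of 19909798. In mutant 1, 2 and 3 it was 19528584, 19152675 and 18216537, with a median of 19152675. Libraries amplified by PCR without molecular identifiers count reads and not molecules, so the counting intervals and floors given for single genes cover counting error only. Where all libraries of a group have 0 counts of a gene, the fold is given as a lower bound, computed against a floor of 3 counts.

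Of 23366 genes, 17112 had at least 1 count and 12501 passed edgeR's filterByExpr filter on low counts and were tested. Counts were normalized by edgeR's TMM method, with factors of 1.01 to 1.06 in wild type and 0.957 to 0.969 in mutant libraries, and means are given ± SD over the 3 libraries of a group. Groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. A gene was called up- or downregulated at an adjusted p under 0.01, an absolute log2 fold change of at least 0.5 and a mean normalized count of at least 50. The processing choices that could change the numbers are the scaling of the libraries, the filter on low counts, the criteria of the call, a correction for gene length, and each single library. Between libraries of the same group, the chi-square of the counts lay between 6.30 and 17.9 per gene, where sampling noise alone gives 1, which does not tell libraries of separate embryos from libraries of the same pool. Each library was used as a replicate. Between libraries of different groups it lay between 27.9 and 54.2. The first principal component of the log2 CPM values held 54.2% of the variance and separated the groups, and the next held 13.1%. Positions of genes were taken from an annotation of mm9 that names 95.0% of the tested genes.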

To explore whether the loss of *Tcf7l1* leads to ectopic activation of WNT target genes, we isolated EpCAM-positive intestinal epithelial cells using fluorescence-activated cell sorting (FACS) (Supplementary Figure S1A) from the mutant and control embryos and performed RNA-sequencing analysis.

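*Tcf7l1* (ENSMUSG00000055799) lies on the minus strand of chromosome 6, from 72576372 to 72739248 of mm9. In its transcript of 13 exons, which encodes 599 residues, exon 6 spans 72584094 to 72584226 and its 133 bases read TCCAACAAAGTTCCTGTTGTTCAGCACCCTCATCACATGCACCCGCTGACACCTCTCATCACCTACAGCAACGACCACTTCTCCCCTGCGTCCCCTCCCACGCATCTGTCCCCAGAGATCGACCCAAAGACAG. Without these bases, whose number leaves a remainder of 1 when divided by 3, the frame shifts and is read for 243 codons in all, up to a stop in exon 8. Another transcript, of 12 exons, encodes 585 residues, and its exon 6 holds 103 bases from 72583210 to 72583312. The genotyping primers WT-for, lox-for, lox-rev and WT-rev match within the fifth intron, between 313 and 627 bases upstream of the 133-base exon. The deposited counts cover the whole gene and not exon 6 alone, and exons of a gene on the opposite strand overlap 5.39% of its exon bases. Normalized counts of *Tcf7l1* were 476, 474 and 364 in wild type 1, 2 and 3, and 41.4, 33.0 and 73.0 in mutant 1, 2 and 3. The means were 438 ± 64.1 in wild type and 49.1 ± 21.1 in mutant libraries (log2 fold change -3.16, SE 0.26, adjusted p = 4.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mutant libraries held 11.1% of the wild type level, with an exact 95% counting interval from 9.27% to 13.3%. With each library left out in turn, the log2 fold change lay between -3.55 and -2.94. *Shh* itself, whose locus carries Cre in the mutants, fell from 481 ± 65.8 to 198 ± 22.6 normalized counts (log2 fold change -1.28, SE 0.17, adjusted p = 6.1e-05), and exons of 2 genes on the opposite strand overlap 10.8% and 13.4% of its exon bases. No library is described as carrying Cre with *Tcf7l1* intact. Effects of the Cre allele, or of lower *Shh*, can therefore not be told apart from those of *Tcf7l1* loss.

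**Figure D1:**
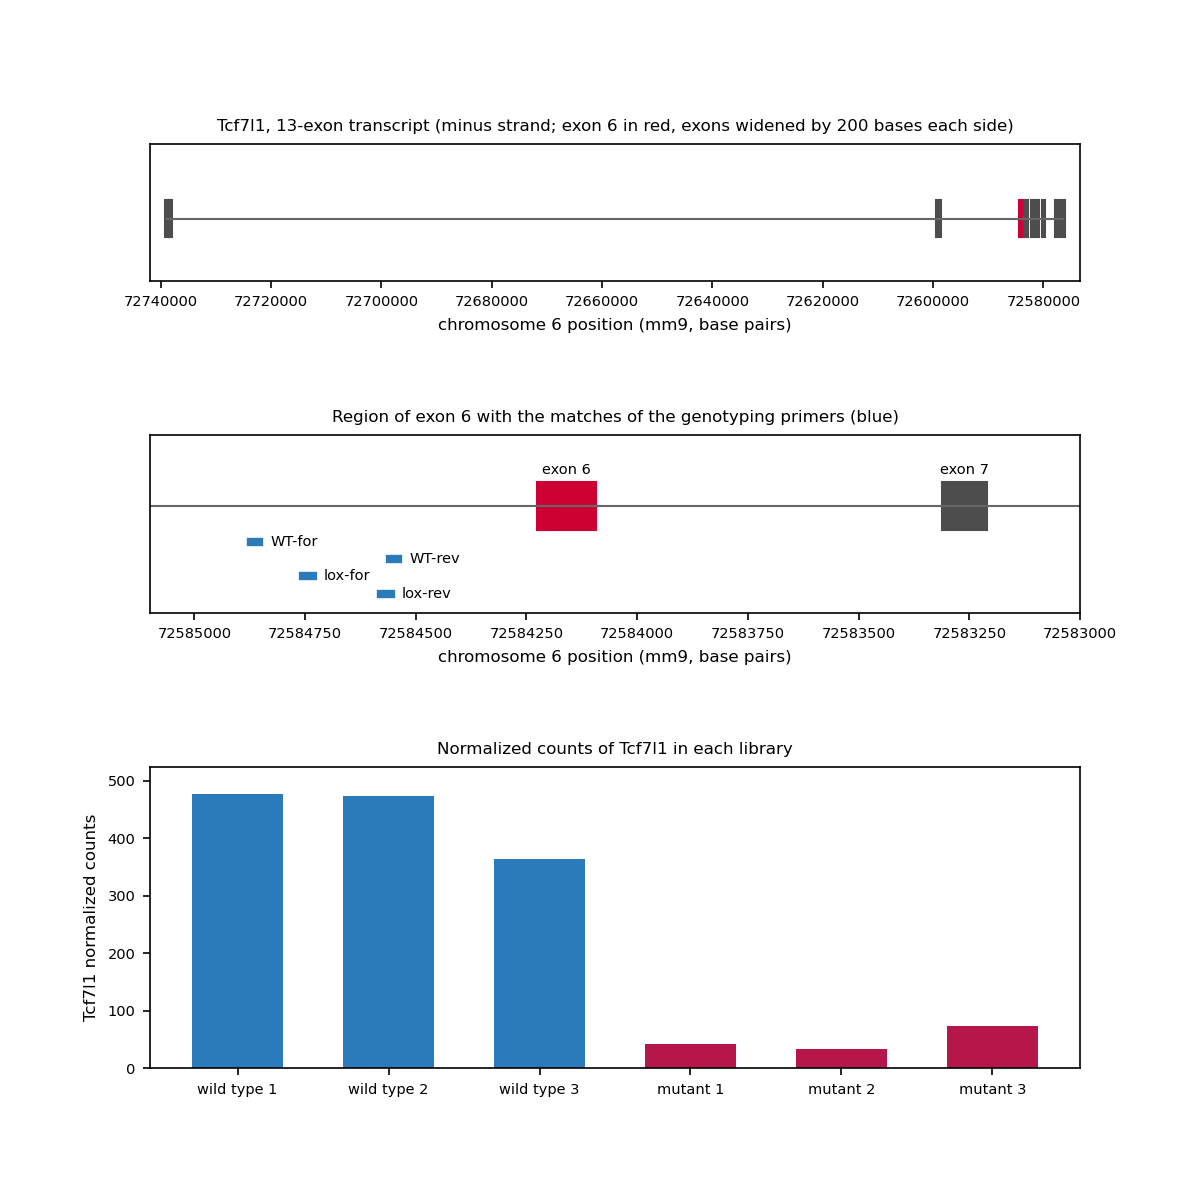
Map of *Tcf7l1* on chromosome 6 of mm9 (top, position in base pairs, exon 6 in red), the region of exon 6 with the matches of 4 genotyping primers in blue (middle), and normalized counts of *Tcf7l1* in each library (bottom, wild type blue, mutant red). The 3 mutant libraries lie between 33.0 and 73.0 counts and the 3 wild type libraries between 364 and 476.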

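The test called 348 genes higher in the mutant libraries, with a median log2 fold change of 0.70, and 729 genes lower, with a median of -0.88, so that 32.3% of the calls were higher. The normalized counts of the groups did not overlap for 99.8% of the called genes and for 43.0% of the tested genes, where chance gives 10%. Of the 407 and 781 genes in the paper's Tables S1 and S2, 347 and 704 were called in the same direction, and all of them were with DESeq2. The alternative that moved the lower genes most was an RPKM of at least 50 in place of a mean normalized count of at least 50, which left 28 lower and 106 higher. For the higher genes the largest fall was to 85, at an absolute log2 fold change of at least 1, and the largest rise to 902, with no minimum log2 fold change. With library size as the only scaling, 17.3% of the calls were higher and the median of all genes shifted by -0.11 on the log2 scale. With the correction for gene length, 63.5% were higher and the median shifted by 0.18. The number of genes lower in the mutants was 405 without wild type 1, 406 without wild type 2 and 463 without mutant 2. The sex-linked genes differed between the groups in every library. *Xist*, the transcript of the inactive X chromosome, whose exons overlap those of *Tsix* on the opposite strand, had 0 counts in all wild type libraries and 336 ± 108 normalized counts in mutant libraries, at least 357-fold higher, or 238-fold without wild type 1 and 237-fold without wild type 2. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* had 0 counts in all mutant libraries and were at least 1798-fold, 1674-fold, 701-fold and 334-fold lower. Without mutant 1 these bounds were 1179.9, 1098, 459.7 and 219, and without mutant 2 they were 1197, 1114, 466 and 222. Of the called genes, 37 lie on chromosome X and 4 on chromosome Y.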

We found that around 400 genes were upregulated and that around 800 genes were downregulated (log_2_FC ≥ 0.5, FDR < 0.01, RPKM ≥ 50) upon loss of *Tcf7l1* (Figure 1C–E, Supplementary Figure S1B, and Supplementary Tables S1 and S2). The adult stem cell signature genes *Olfm4*, *Hmgcs2,* and *Kcne3* were significantly upregulated, whereas *Lgr5* expression did not change compared to the wild type (Figure 1E). 

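*Olfm4* (ENSMUSG00000022026, chromosome 14, 80400109 to 80422667 of mm9) rose from 66.5 ± 22.9 to 219.9 ± 39.9 normalized counts (mean ± SD, n = 3; log2 fold change 1.72, SE 0.28, adjusted p = 3.7e-04 from edgeR's quasi-likelihood test). Of the alternatives tried for *Olfm4*, leaving out wild type 1 moved it most, to a log2 fold change of 1.47. For *Kcne3* (ENSMUSG00000035165, chromosome 7, 107327207 to 107333374), the mean was 2079 ± 169 in wild type and 2907 ± 209 in mutant libraries (log2 fold change 0.48, SE 0.09, adjusted p = 7.9e-04). The difference in *Kcne3* was past the adjusted p of 0.01 but under the log2 fold change of 0.5 set for a call. It was called with DESeq2 (0.51), with RLE normalization (0.50), without wild type 3 (0.56) and without mutant 1 (0.54). *Lgr5* (ENSMUSG00000020140, chromosome 10, 114887367 to 115024836) had 544 ± 95.3 in wild type and 380.4 ± 10.8 in mutant libraries (log2 fold change -0.52, SE 0.15, adjusted p = 0.02) and was not called. Without wild type 3, *Lgr5* was called lower, at a log2 fold change of -0.64 (adjusted p = 0.0029).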

Of note, the expression of ISC signature genes varies along the anterior–posterior axis during embryonic development. While *Olfm4*, *Hmgcs2,* and *Kcne3* are expressed at higher levels in the anterior ISC progenitors, *Lgr5* is more highly expressed in the posterior ISCs progenitors [30]. Therefore, the changes in *Lgr5* expression in the anterior small intestine, where *Tcf7l1* is expressed, could be masked by the strong expression of the gene in the posterior epithelial cells. Moreover, the expression of enterocyte-specific genes, including *Fabp1*, *Fabp2*, *Lgals3*, *Aldob,* and *Ephx2,* were upregulated in *Tcf7l1* mutant compared to control cells (Figure 1C–E). Thus, TCF7L1 prevents precocious differentiation of the embryonic intestinal epithelium both towards ISCs and along the absorptive enterocyte lineage.

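*Fabp1* (ENSMUSG00000054422, chromosome 6, 71149821 to 71155017 of mm9), which encodes a fatty acid binding protein, had 1547 ± 176 in wild type and 2712 ± 90.0 in mutant libraries (log2 fold change 0.81, SE 0.09, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test). Its relative *Fabp2* (ENSMUSG00000023057, chromosome 3, 122597990 to 122602424) rose from 2221 ± 228 to 3965 ± 279 (log2 fold change 0.84, SE 0.09, adjusted p = 5.7e-06). *Lgals3* (ENSMUSG00000050335, chromosome 14, 47987426 to 48005835) changed from 25.7 ± 8.38 to 121 ± 40.1 normalized counts (log2 fold change 2.23, SE 0.37, adjusted p = 5.1e-04). For *Ephx2* (ENSMUSG00000022040, chromosome 14, 66703214 to 66743337), the mean was 1499 ± 65.1 in wild type and 2219 ± 62.4 in mutant libraries (log2 fold change 0.57, SE 0.08, adjusted p = 1.6e-04). With library size as the only scaling, *Ephx2* had a log2 fold change of 0.46 and was not called. With the gene-length correction centred on 0, an alternative chosen after seeing the data, *Fabp1* had a log2 fold change of 0.50, just under the threshold, and was not called.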

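Lists of marker genes were written before the data were examined and compared between the groups with limma's camera test, adjusted by the Benjamini-Hochberg method over 19 lists. Of 23 tested enterocyte genes, 17 were higher and 6 lower in the mutants, with a median log2 fold change of 0.57 (adjusted p = 1.2e-05). The call was up for 11 of them and down for *Krt20* (log2 fold change -0.98). Adjusted over the list alone, 13 enterocyte genes were higher and 1 lower at an adjusted p under 0.01, against 12 and 1 when adjusted over all genes tested. The paper's Tables S1 and S2, made from the same libraries, hold 12 of the 23, so these are not independent of the study's choice of genes. Of 18 tested stem cell genes, 7 were higher and 11 lower, with a median of -0.16 (adjusted p = 0.92). In this list *Olfm4* was among the genes called up, and *Smoc2*, *Sox9* and *Tnfrsf19* were called down. Of the stem cell genes, 3 were higher and 5 lower when adjusted over the list alone, against 3 and 3 over all genes tested, and the tables hold 7 of the 18. The direction of the stem cell list changed with library size as the only scaling, with both gene-length corrections and without wild type 1, wild type 2 or mutant 3, at adjusted p values from 0.65 to 0.97. Over all lists, 10 of 19 had an adjusted p under 0.05. All 10 also did with limma's fry, and 0 did with a correlation estimated for each list, where 5 had an unadjusted p under 0.05. With that estimated correlation, the alternative that moved the enterocyte list most, its adjusted p was 0.0603.

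**Figure D2:**
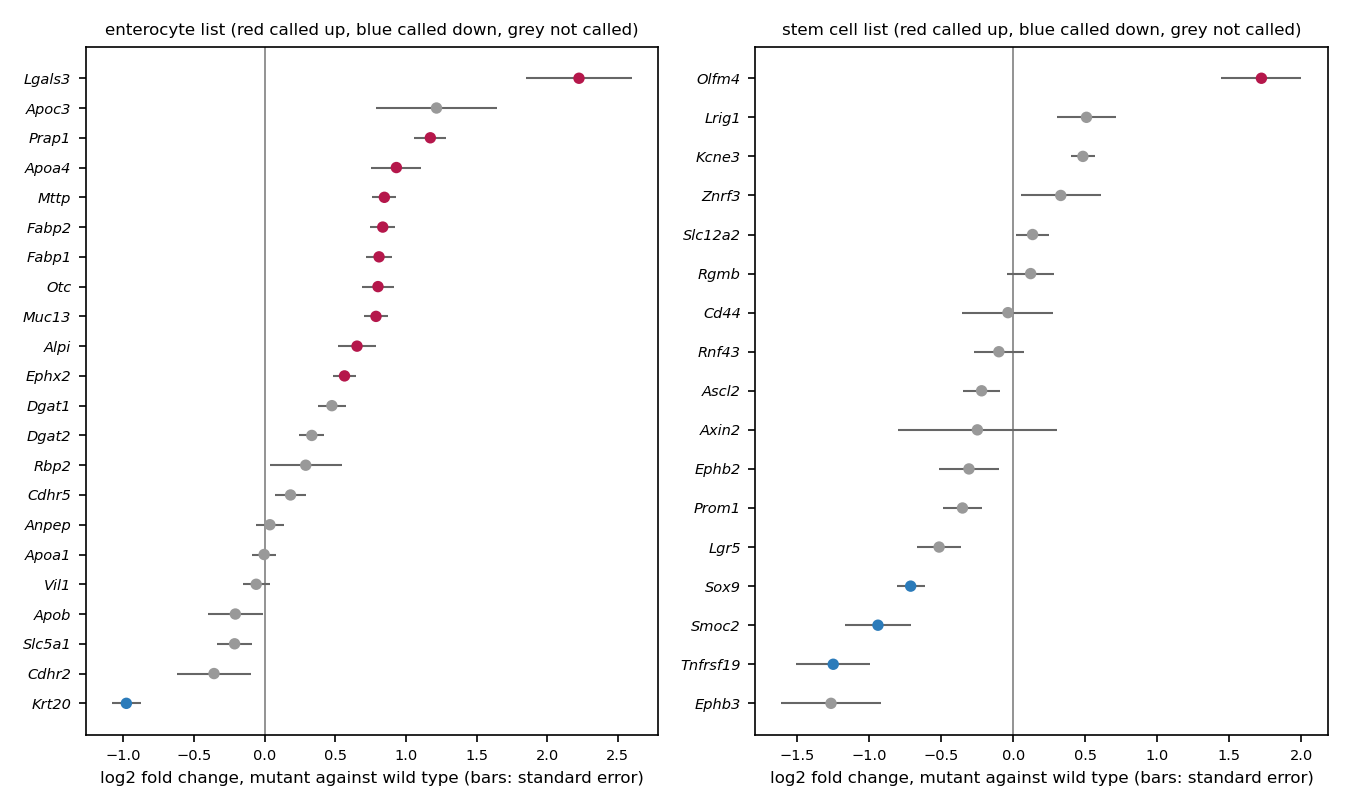
Log2 fold change of tested genes of the enterocyte list (left) and the stem cell list (right), mutant against wild type, with bars of 1 standard error; red points are called up, blue points down and grey points not called. Not every tested gene is shown. Most enterocyte genes shown lie above 0, and the stem cell genes lie on both sides.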

Functional annotation analysis of downregulated transcripts revealed enrichment for regulation of transcription (fold enrichment = 1.84, FDR = 5 × 10^−5^) and kinase activity (fold enrichment = 2.14, FDR = 1.1 × 10^−4^). Interestingly, we detected a strong decrease in the expression of genes encoding for transcription factors regulating the differentiation of enteroendocrine cells, including *Nkx6-2*, *Nkx6-3*, *Rfx6*, *Pdx1, and Foxa2* (Figure 1C–E and Supplementary Figure S1C–E), indicating that *Tcf7l1* is required for the differentiation of the embryonic epithelium along the enteroendocrine lineage. 

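*Nkx6-2* (ENSMUSG00000041309, chromosome 7, 146765276 to 146768696 of mm9) had 124 ± 24.8 in wild type and 1.76 ± 1.62 in mutant libraries (log2 fold change -6.03, SE 0.57, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test). The mutant libraries held 5 counts of *Nkx6-2* in all, 1.43% of the wild type level, with an exact 95% counting interval from 0.462% to 3.37%. Without mutant 2 its log2 fold change was -6.71 and the share 0.860%. Without wild type 2 it was -5.85 and *Nkx6-2* was not called, because its mean normalized count fell under 50. Exons of *Inpp5a*, on the opposite strand, overlap 245 of its exon bases. *Nkx6-3* (ENSMUSG00000063672, chromosome 8, 24263743 to 24269420) fell from 384 ± 129.9 to 13.8 ± 9.79 normalized counts (log2 fold change -4.78, SE 0.40, adjusted p = 4.5e-07), and to -5.44 on the log2 scale without mutant 1. For *Rfx6* (ENSMUSG00000019900, chromosome 10, 51397562 to 51450235), the mean was 598 ± 101 in wild type and 201 ± 39.5 in mutant libraries (log2 fold change -1.58, SE 0.18, adjusted p = 1.5e-05). *Pdx1* (ENSMUSG00000029644, chromosome 5, 148081535 to 148089584) fell from 209 ± 15.6 to 48.9 ± 7.73 (log2 fold change -2.09, SE 0.24, adjusted p = 1.8e-05). *Foxa2* (ENSMUSG00000037025, chromosome 2, 147868613 to 147872705) had 286 ± 14.6 in wild type and 37.1 ± 17.7 in mutant libraries (log2 fold change -2.94, SE 0.29, adjusted p = 3.0e-06). *Nkx6-3* is also a member of a list of gastric epithelium genes, of which 13 of 14 tested were lower in the mutants.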

Consistently, we observed a complete loss of *ChgB* expression (Figure 1D), which is a marker of the enteroendocrine cells. Furthermore, markers of goblet cells, including *Fcgbp*, *Agr2,* and *Spdef* were also downregulated in *Tcf7l1* mutant embryos (Figure 1D,E). 

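*Chgb* (ENSMUSG00000027350, chromosome 2, 132607014 to 132620815 of mm9), which encodes a secretory granule protein, had 432, 1020 and 4 counts in wild type 1, 2 and 3 and 0 counts in each mutant library. Wild type 3 was close to the floor of 3 counts. By the summed counts, *Chgb* was at least 427-fold lower in the mutants, at least 193-fold lower without wild type 2, 280.3-fold without mutant 1 and 284-fold without mutant 2. It did not pass the filter on low counts, which asks for enough counts in 3 libraries, and was not tested. With no filter on low counts it was called lower by edgeR (adjusted p = 1.5e-11), and by DESeq2 as well (adjusted p = 3.9e-04).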

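*Agr2* (ENSMUSG00000020581, chromosome 12, 36719494 to 36730674 of mm9) fell from 900.4 ± 113 to 186 ± 41.9 normalized counts (log2 fold change -2.27, SE 0.17, adjusted p = 1.4e-07 from edgeR's quasi-likelihood test). *Fcgbp* (ENSMUSG00000047730, chromosome 7, 28856255 to 28905881) had 296 ± 55.5 in wild type and 154 ± 25.1 in mutant libraries (log2 fold change -0.94, SE 0.20, adjusted p = 0.0032), and exons on the opposite strand overlap 6.93% of its exon bases. The call of *Fcgbp* was lost without wild type 2 (adjusted p = 0.0247), without mutant 2 (0.0167), without mutant 3 (0.0164) and with the gene-length correction (0.0106). For *Spdef* (ENSMUSG00000024215, chromosome 17, 27851297 to 27865896), the mean was 113 ± 17.1 in wild type and 46.1 ± 20.6 in mutant libraries (log2 fold change -1.29, SE 0.35, adjusted p = 0.0133). *Spdef* was not called at an adjusted p under 0.01. Settings that called it include DESeq2 (adjusted p = 0.0087), no filter on low counts (0.0036), the filter at a mean of 50 counts (0.0096) and the fit without mutant 2 (0.0087).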

Our results show that *Tcf7l1* promotes differentiation of the intestinal epithelium towards both enteroendocrine and goblet cell lineages during embryogenesis.

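Of 28 enteroendocrine genes in the list, 8 passed the filter on low counts, and 7 of these were lower and 1 higher in the mutants. Their median log2 fold change was -1.21 (camera, adjusted p = 0.0019), also with *Neurod1* at its lower bound. *Foxa2*, *Rfx6*, *Cpe* and *Tox3* were called lower. Adjusted over the list alone, 6 were lower at an adjusted p under 0.01, against 5 over all genes tested. The paper's Table S2, made from these libraries, holds 4 of the 8. *Sct*, which encodes secretin, was the one tested gene that was higher (log2 fold change 0.21, adjusted p = 0.40). Of 8 tested goblet cell genes, 7 were lower and 1 higher, with a median of -0.44 (adjusted p = 0.013). Of these, *Agr2* and *Fcgbp* were called lower. Adjusted over the list alone, 5 goblet cell genes were lower, against 3 over all genes tested, and the paper's tables hold 3 of the 8. With no filter on low counts, the goblet list had an adjusted p of 0.0613. *Atoh1*, which acts upstream of all secretory cells, had 28.8 ± 5.29 in wild type and 32.7 ± 13.9 in mutant libraries (log2 fold change 0.18, SE 0.50, adjusted p = 0.82), and its direction changed without mutant 3 (-0.22). The paper reasons from the lower transcription factor genes, the missing *Chgb* and the lower goblet cell markers to a loss of differentiation along these lineages, and concludes that *Tcf7l1* promotes it in the embryo.

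**Figure D3:**
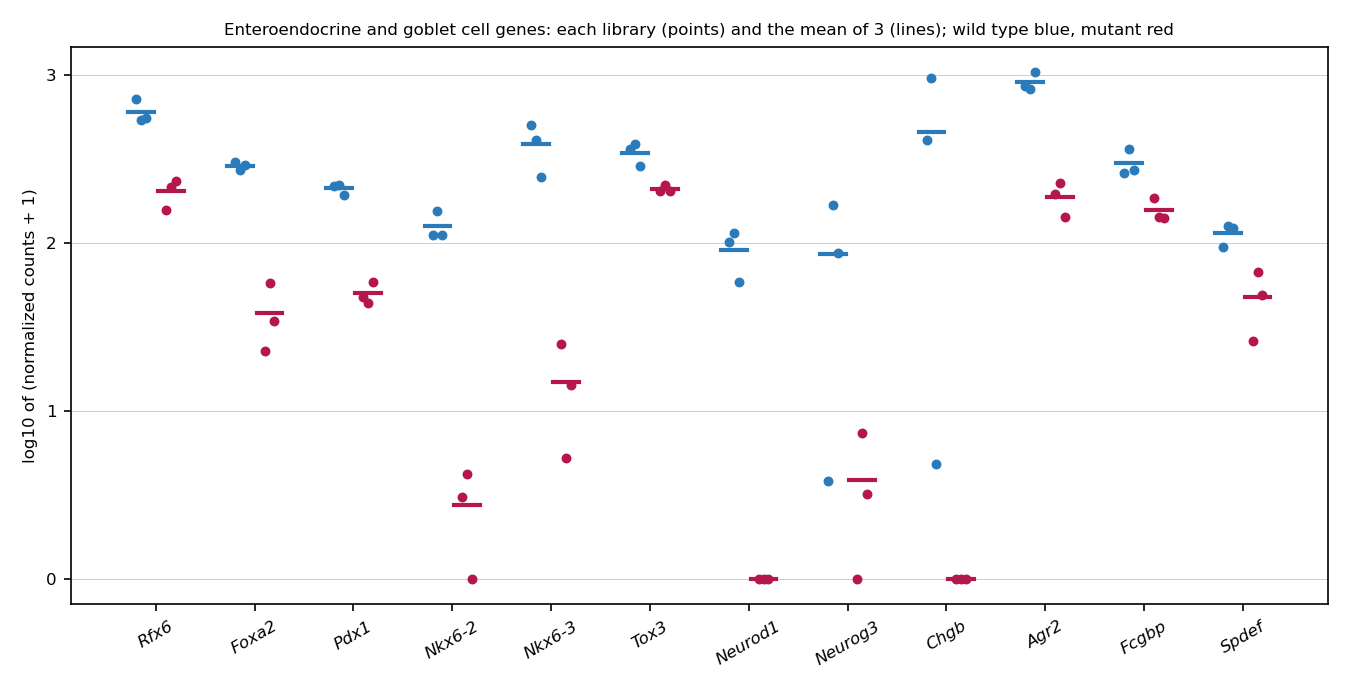
Normalized counts of 12 enteroendocrine and goblet cell genes, on a log10 scale after adding 1, with a point per library and a line at the mean of 3 libraries (wild type blue, mutant red). The wild type points of *Chgb* and *Neurog3* spread widely, and the mutant points of *Chgb* and *Neurod1* are at 0.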

### 3.2. TCF7L1 Is Necessary for Tuft Cell Differentiation

Single-cell RNA-sequencing analysis revealed that *Tcf7l1* is expressed in tuft cells in the adult small intestine [11]. RNA in situ hybridization analysis showed that *Tcf7l1* is expressed in a few spindle-shaped cells located mostly in the intestinal crypts (Figure 2A), suggesting that these cells could be tuft cell progenitors. To determine whether transcriptional changes during embryogenesis affect differentiation of the adult ISCs and to examine the functions of *Tcf7l1* in tuft cells, we analysed *Shh^Cre-EGFP^*:*Tcf7l1^lox/lox^* small intestines at the age of four months. Adult *Shh^Cre-EGFP^*:*Tcf7l1^lox/lox^* mice did not display any gross morphological or behavioural abnormalities. The villi–crypt architecture of mutant mice appeared normal (Supplementary Figure S2A,B).

Immunohistochemical staining for proliferation marker Ki67 was similar between mutant and wild type mice (Supplementary Figure S2C,D). Additionally, the numbers and localization of goblet (Figure 2B–D) and Paneth cells (Supplementary Figure S2E,F) were similar between *Shh^Cre-EGFP^*:*Tcf7l1^lox/lox^* and wild-type mice. In contrast, the number of tuft cells was significantly decreased in *Shh^Cre-EGFP^*:*Tcf7l1^lox/lox^* compared to wild-type mice as revealed by RNA in situ hybridization for *Doublecortin-like kinase 1* (*Dclk1)*, a marker of tuft cells (Figure 2E–G). The loss of tuft cells was observed in all parts of the small intestine along the anterior–posterior axis, with a 3-fold reduction in the anterior and posterior and a 3.5-fold in the middle parts (Figure 2G). Thus, we conclude that TCF7L1 is essential for the differentiation of tuft cells in the adult small intestine. However, transcriptional changes in either ISC signature genes or goblet progenitor markers caused by the loss of *Tcf7l1* during embryogenesis do not disturb stem cell proliferation and differentiation along the goblet/Paneth cell lineage in the adult gut, which confirms the results of the previous study [9].

### 3.3. TCF7L1 Is Dispensable for the Differentiation of Enterochromaffin Cells

Our transcriptome analysis of the intestinal epithelium revealed downregulation of *ChgB*, a marker of the enterochromaffin cells, and *Tox3* (Figure 1D and Supplementary Table S2) encoding for the HMG-box containing the transcription factor essential for differentiation along the enterochromaffin lineage [31] in *Shh^Cre-EGFP^*:*Tcf7l1^lox/lox^* compared to wild-type embryos. 

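In the E13.5 epithelium, *Tox3* (ENSMUSG00000043668, chromosome 8, 92771013 to 92872151 of mm9) had 342 ± 52.2 in wild type and 208 ± 9.64 in mutant libraries (log2 fold change -0.71, SE 0.18, adjusted p = 0.007 from edgeR's quasi-likelihood test). The call of *Tox3* was kept without wild type 3. It was lost in each of the other 5 fits that left out 1 library, at adjusted p values from 0.0195 to 0.0389. Its log2 fold change in the 6 fits lay between -0.82 and -0.62. It was also lost with the gene-length correction (adjusted p = 0.0212) and with that correction centred on 0 (0.0114), the latter chosen after seeing the data.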

To determine whether the enterochromaffin cell population was affected by *Tcf7l1* knockout, we performed immunohistochemical analysis for the pan-marker of enteroendocrine cells (EECs), Chromogranin A (Figure 3A,B), and serotonin (5-HT), a marker for enterochromaffin cells (Figure 3D,E). Statistical analysis of the counts for CHGA-positive (Figure 3C) and 5-HT-positive (Figure 3F) cells did not show a significant difference between *Tcf7l1 KO* and wild-type mice, indicating that TCF7L1 is not required for the differentiation of enterochromaffin cells in the adult small intestine.

### 3.4. TCF7L1 Promotes the Differentiation of L- and D-Cells

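From the log2 fold changes of the E13.5 libraries, *Foxa2* was 7.69-fold and *Rfx6* 2.98-fold lower in the mutants. With each library left out in turn, the log2 fold change of *Foxa2* lay between -3.38 and -2.67 and that of *Rfx6* between -1.69 and -1.42. For both genes the counts of every mutant library were below those of every wild type library, which has an exact 2-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow.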

The expression of Forkhead box A2 (*Foxa2*) was reduced eight-fold, and that of regulatory factor X 6 (*Rfx6*) was reduced three-fold in *Shh^Cre-EGFP^*:*Tcf7l1^lox/lox^* embryos compared to wild-type controls (Figure 1C–E and Figure S1C,D and Supplementary Table S2). Winged helix/forkhead box transcription factor FOXA2 controls the differentiation of enteroendocrine progenitors along L- and D-cell lineages [32]. Moreover, *Rfx6* encoding for a winged helix transcription factor promotes the differentiation of all peptidergic EECs [33]. While the expression of both transcription factors is restricted to the enteroendocrine cells in the adult gut epithelium, they are broadly expressed in the embryonic epithelium [33,34]. The loss of *Foxa2* and *Rfx6* expression in *Tcf7l1* mutant embryos may change chromatin landscapes in the embryonic ISC progenitors leading to the alteration of adult ISC differentiation potential. Therefore, we examined the effect of TCF7L1 loss on the differentiation of L- and D- cells. Interestingly, we found a significant reduction (1.5-fold) of glucagon-like peptide 1 (GLP-1)-positive L-cells in the anterior small intestine of *Tcf7l1* knockout compared to wild-type mice. (Figure 4A–C).

The numbers of L-cells in the middle and posterior parts were also lower in *Tcf7l1KO* animals, yet a statistical significance was not reached (*p*-values for middle and posterior regions are 0.081 and 0.084, respectively). Furthermore, RNA in situ hybridization analysis for the D-cell marker *Somatostatin* (*Sst*) showed a significant reduction (1.5-fold) in D-cell number in the anterior part of the small intestine of *Tcf7l1* knockout mice compared to controls (Figure 5D,F). Altogether, these findings suggest that TCF7L1 promotes the differentiation of enteroendocrine cells along D- and L-cell lineages in the anterior small intestine.

### 3.5. Deletion of Tcf7l1 Does Not Affect the Differentiation of K- and X-Cells

RFX6 is also required for the differentiation of enteroendocrine progenitors along K- and X-cell lineages [33]. Therefore, we examined whether *Tcf7l1* loss in the intestinal epithelium resulted in similar defects. RNA in situ hybridization analysis for the expression of X-cell marker *Ghrelin* (*Ghrl*) did not reveal significant differences in the number of *Ghrl*-positive cells between *Shh^Cre-EGFP^*:*Tcf7l1^lox/lox^* and control small intestines (Figure 5A–C). Additionally, no significant differences were found in the number of *Gastric inhibitory peptide* (*Gip*)-positive K-cells between *Tcf7l1* knockout and wild-type mice (Figure 5D–F). These results indicate that TCF7L1 is not necessary for X- and K-cell differentiation.

## 4. Discussion

The WNT/β-catenin/TCF signalling pathway plays an important role in many developmental processes as well as during the maintenance and differentiation of adult stem cells. In this study, we examined the functions of TCF7L1 in the developing and adult gut epithelium. We show that in midgestation mouse embryos, TCF7L1 is required for the correct specification of intestinal epithelial cells along all secretory lineages. However, in the adult intestinal epithelium, TCF7L1 is necessary for the differentiation of secretory progenitors along the tuft cell lineage. Furthermore, a loss of *Tcf7l1* leads to a reduction in enteroendocrine GLP-1-secreting L-cells and somatostatin-positive D-cells in the anterior small intestine.

In the embryonic intestinal epithelium, *Tcf7l1* is expressed at least till E14.5 [13]. The decline of *Tcf7l1* transcription coincides with the activation of WNT/β-catenin signalling [10]. The repressor functions of TCF7L1 are essential for the self-renewal and differentiation of pluripotent stem cells and various tissue-specific progenitors. During early gastrulation, TCF7L1 represses pluripotency-associated genes, such as *Oct4*, *Sox2,* and *Nanog,* as well as genes promoting cell specification, including *FoxA2*, *Brachyury,* and *Lef1* [2,35]. This ensures a timely differentiation of the pluripotent epiblast cells toward the mesendoderm and neuroectoderm [27,35]. During neuronal differentiation, TCF7L1 inhibits the expression of transcription factor NEUROG1 and keeps neural progenitor cells in a self-renewing state to prepare them for further differentiation in the presence of WNT signals [36]. It is possible that TCF7L1 is required to repress genes promoting differentiation of the embryonic intestinal epithelial cells to secure an appropriate growth of the tissue. Consistent with the idea, we have observed that the expression of enterocyte-specific genes, including *Aldob*, *Alpi*, *Apoa4*, *Fabp1,* and *Fabp2,* was upregulated in *Tcf7l1* mutant embryos. These results indicate that TCF7L1 is required to lock the embryonic gut epithelium in an undifferentiated state. However, the expression of the WNT target genes, such as *Axin2*, *Lgr5,* and *Slc12a2,* was not affected. This confirms that the loss of TCF7L1 alone in the absence of WNT signals does not activate the transcription of WNT target genes.

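*Alpi* (ENSMUSG00000079440, chromosome 1, 88994579 to 88998181 of mm9), an alkaline phosphatase gene, had 728 ± 82.9 in wild type and 1145 ± 218 in mutant libraries (log2 fold change 0.65, SE 0.14, adjusted p = 0.0025 from edgeR's quasi-likelihood test). Its call was lost with library size as the only scaling (adjusted p = 0.0107), without wild type 2 (0.0178) and without mutant 1 (0.0210). *Apoa4* (ENSMUSG00000032080, chromosome 9, 46048779 to 46051542) rose from 245 ± 56.9 to 468 ± 33.1 normalized counts (log2 fold change 0.93, SE 0.18, adjusted p = 0.0013), and exons on the opposite strand overlap 34.8% of its exon bases.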

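*Axin2* (ENSMUSG00000000142, chromosome 11, 108781663 to 108812097 of mm9) had 26.6 ± 10.3 in wild type and 22.3 ± 5.25 in mutant libraries (log2 fold change -0.25, SE 0.55, adjusted p = 0.77 from edgeR's quasi-likelihood test). Its sign changed without wild type 2 (0.01). *Slc12a2* (ENSMUSG00000024597, chromosome 18, 58038332 to 58106475) had 1056 ± 164 in wild type and 1159 ± 65.7 in mutant libraries (log2 fold change 0.13, SE 0.12, adjusted p = 0.42). Of 16 tested genes in the list of WNT targets, 4 were higher and 12 lower, with a median log2 fold change of -0.23 (camera, adjusted p = 0.22). At an adjusted p under 0.01, 0 were higher and 2 lower when adjusted over the list alone, and the same count was found over all genes tested. Those 2, *Sox9* (-0.71) and *Tnfrsf19* (-1.25), were called lower, and the paper's tables hold 3 of the 16.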

Moreover, we found that the markers of goblet (*Agr2*, *Fcgbp,* and *Spdef*) and enteroendocrine cell progenitors (*Neurod1*, *Neurog3*, *Rfx6,* and *Foxa2*) were downregulated in the absence of *Tcf7l1*. These results suggest that TCF7L1 is also required either for the generation of secretory progenitors or for the expression of transcription factors promoting differentiation along goblet and enteroendocrine lineages. 

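*Neurod1* (ENSMUSG00000034701, chromosome 2, 79292678 to 79296908 of mm9) had 106, 121 and 60 counts in wild type 1, 2 and 3 and 0 counts in each mutant library, at least 84.2-fold lower in the mutants (adjusted p = 6.8e-06 from edgeR's quasi-likelihood test). Its mean normalized count of 44.9 was under the minimum of 50, so that it was not called. Without mutant 1, 2 or 3 the mean was above 50 and it was called, with adjusted p values from 2.2e-05 to 4.6e-05, and the lower bound was 55.3-fold to 57.1-fold. Exons of *Cerkl* on the same strand overlap 7.37% of its exon bases, and exons on the opposite strand 5.64%. *Neurog3* (ENSMUSG00000044312, chromosome 10, 61595838 to 61597511) had 3, 179 and 90 counts in wild type and 0, 6 and 2 in mutant libraries. The mutants held 3.34% of the wild type level of *Neurog3*, with an exact 95% counting interval from 1.43% to 6.68%. This share was 6.49% without wild type 2, 5.09% without mutant 1 and 1.25% without mutant 2. *Neurog3* did not pass the filter on low counts. With DESeq2 its adjusted p was 0.0212, and with no filter edgeR gave 1.8e-06, at a mean normalized count of 44.0, also under 50. Exons on the opposite strand overlap 17.7% of its exon bases.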

Previous studies showed that TCF7L1 binds enhancers of *Foxa2*, *Neurog3*, *Neurod1,* and *Spdef* and represses their transcription [2,37]. Therefore, TCF7L1 is required for differentiation along secretory lineages. A simultaneous increase in enterocyte markers suggests that TCF7L1 may regulate Notch signalling activity. Interestingly, we found that *Rbp-j* is significantly upregulated in *Tcf7l1* mutant epithelium (Supplementary Table S1). 

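*Rbpj* (ENSMUSG00000039191, chromosome 5, 53947018 to 54048684 of mm9) had 206 ± 45.3 in wild type and 399 ± 39.3 in mutant libraries (log2 fold change 0.95, SE 0.19, adjusted p = 0.0017 from edgeR's quasi-likelihood test). Its normalized counts did not overlap between the groups. Without mutant 3 the adjusted p was 0.0108 and the call was lost, at a log2 fold change of 0.87. A near-identical copy elsewhere in the genome covers 69.7% of the longest *Rbpj* transcript at up to 99.5% identity, so reads from this part can fail to map uniquely and the counts of *Rbpj* are uncertain.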

*Rbp-J* was also induced in *Tcf7l1* mutant embryonic stem cells [38]. In addition, hydroxymethylglutaryl-CoA synthase (HMGCS2), the expression of which is elevated in *Tcf7l1* mutants, promotes Notch signalling in the adult ISCs [39]. Finally, the activation of *Olfm4*, a target of Notch signalling [40], in *Tcf7l1* mutants indicates increased Notch activity. Thus, our data suggest that TCF7L1 might balance Notch signalling in the embryonic intestinal epithelium and that the changes in secretory lineage markers could be secondary to enhanced Notch signalling.

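*Hes1* (ENSMUSG00000022528, chromosome 16, 30064470 to 30067882 of mm9), which NICD and RBP-J activate, had 9716 ± 1317 in wild type and 7104 ± 156 in mutant libraries (log2 fold change -0.45, SE 0.09, adjusted p = 0.0013 from edgeR's quasi-likelihood test). *Hes1* was past the adjusted p of 0.01 but its change was smaller than the 0.5 set for a call. It was called lower with library size as the only scaling (-0.55), without wild type 2 (-0.56), and with the gene-length correction centred on 0, chosen after seeing the data (-0.52). *Hes5* had 0 counts in all 6 libraries. Of 7 tested genes in the list of Notch targets, 3 were higher and 4 lower in the mutants, with a median log2 fold change of -0.36 (camera, direction up, adjusted p = 0.97). *Olfm4* was the one called gene among them. In this list 1 was higher and 1 lower when adjusted over the list alone, as over all genes tested, and the paper's tables hold 1 of the 7. Settings that changed the direction of this list include no filter on low counts (0.75), the gene-length correction (0.72) and the fits without wild type 3 (0.83) and without mutant 2 (0.98), the values being adjusted p.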

In the adult intestinal epithelium, TCF7L1 promotes differentiation along the tuft cell lineage but does not affect goblet or Paneth cell differentiation. Given that *Tcf7l1* is expressed mostly in tuft cells [11], this is an expected finding. Our data on tuft cells can be interpreted in two ways. First, *Pou2f3* encoding for the transcription factor essential for the differentiation of the secretory progenitors along the tuft cell lineage [41] is one of the TCF7L1 target genes in ESCs [2]. Therefore, TCF7L1 may be required for the transcriptional activation of *Pou3f2* in intestinal epithelial progenitors. This is unlikely, however, because TCF7L1 functions as a repressor. Second, the inhibition of WNT signalling leads to the increase in tuft cell numbers in the lung epithelium [42]. In contrast, upregulation of WNT signalling results in a loss of tuft cells. We propose that TCF7L1 promotes the differentiation of tuft cell progenitors by competing with TCF7L2 and reducing the transcriptional outcomes of WNT signalling.

Likewise, the inhibition of WNT signalling is crucial for the differentiation of enteroendocrine progenitors [43]. We found that the numbers of somatostatin-positive D-cells and GLP-1-positive L-cells were decreased in *Tcf7l1* mutant anterior small intestines compared to controls. It is possible that the anterior D- and L-cells are more sensitive to the levels of WNT signalling and thus require TCF7L1-mediated repression. Indeed, a previous study showed that cells located at the +4 position from the crypt bottom do co-express both WNT target genes *Lgr5 and Prom1* and enteroendocrine markers *Chga*, *Cck*, *Gip, and Ghrelin* [44], indicating that WNT signalling is active in enteroendocrine progenitors. However, we cannot exclude another possibility—that the action of TCF7L1 on the embryonic intestinal epithelium may change their chromatin landscapes, which in turn would affect later transcriptional programs in adult ISCs. Consistent with this model, we have observed that *Tcf7l1* is expressed in the anterior part of the small intestine during embryogenesis. As a result, the transcriptional changes that we detected were specific to the anterior intestinal epithelial cells. Further elucidation of transcriptional programs in *Tcf7l1* mutant adult ISCs at a single-cell level could validate this hypothesis.

## 5. Conclusions

Taken together, we have shown that TCF7L1 controls the differentiation of the embryonic gut epithelium. The discovery that TCF7L1 negatively regulates the expression of *Rbp-J* in intestinal epithelial cells provides an additional link between WNT and Notch pathways during embryogenesis, cell lineage specification, and neoplastic transformation. Finally, we propose that TCF7L1 acts to fine-tune levels of WNT-dependent transcription, which is essential for the differentiation of tuft cells in the adult gut.

## Figures and Tables

**Figure 1:**
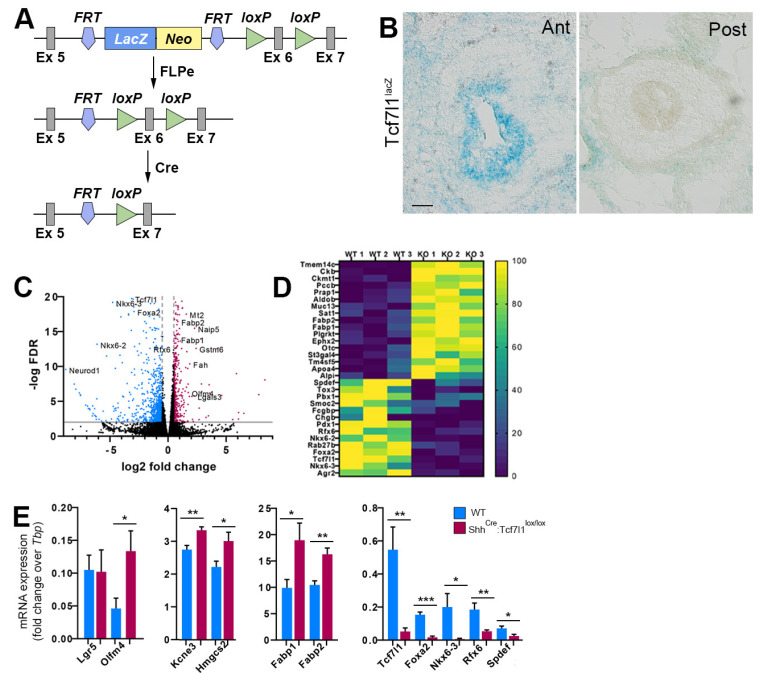
Transcriptional changes in the embryonic intestinal epithelium in the absence of *Tcf7l1*. (**A**) The strategy used to generate *Tcf7l1* conditional allele. Schematic representation of the “knockout-first” allele containing a splice acceptor: *lacZ* trapping cassette and a *neo* cassette inserted into the intron of a gene. After removal of the LacZ-neo cassette using *Rosa26^FLP^* recombinase, the “knockout-first” allele is converted to a conditional allele. Upon Cre mediated recombination the floxed exon 6 of the conditional allele is deleted, generating a frameshift mutation. (**B**) Transverse sections of the mouse small intestine from *Tcf7l1^lacZ^* embryos at E13.5 showing *Tcf7l1* expression as revealed by β-galactosidase activity. Ant stands for anterior, Post stands for posterior. Scale bar: 50 μm. (**C**) Volcano plot showing fold changes for genes differentially expressed between intestinal epithelial cells of *Tcf7l1* mutant and wild type embryos at E13.5. Genes that were upregulated in *Tcf7l1* mutants are shown in red. Genes that were downregulated in *Tcf7l1* mutants are depicted in blue. (**D**) Heatmap showing top up- and down-regulated genes in Tcf7l1 mutant epithelial cells compared to controls. The annotation bar indicates normalized expression for each gene. (**E**) Quantitative RT-PCR analyses measuring the levels of stem cell markers (*Lgr5*, *Olfm4*, *Kcne3* and *Hmgcs2*), enterocyte specific genes (*Fabp1* and *Fabp2*), enteroendocrine (*Foxa2*, *Nkx6-3*, *Rfx6*), and goblet cell (*Spdef*) markers in wild-type (blue) and *Shh^Cre-Egfp^:Tcf7l1^lox/lox^* (red) embryonic intestinal epithelium at E13.5. Values are normalized to the level of *Tbp*. Error bars are ±SD, n = 3 mice. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 according to two-tailed Student’s *t*-test.

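*Tmem14c* (ENSMUSG00000021361, chromosome 13, 41111619 to 41117944 of mm9) had the smallest adjusted p of the genes that rose, from 50.1 ± 11.0 to 1919 ± 140.5 normalized counts (log2 fold change 5.25, SE 0.15, adjusted p = 1.6e-12 from edgeR's quasi-likelihood test). *Tmem87a* (ENSMUSG00000033808, chromosome 2, 120181045 to 120229852) had a log2 fold change of 4.33 and *H2-T3* (ENSMUSG00000054128, chromosome 17, 36322517 to 36327232) of 3.04. *H2-T10* (log2 fold change 8.66) had 4 counts in wild type, all in wild type 1, and without that library it was at least 394-fold higher. A copy covers 69.7% of its longest transcript at 100% identity, and exons on the opposite strand overlap 925 of its exon bases, so its counts are uncertain. *Gm14085* (4.27) has a copy of 81.6% of its transcript at 100% identity. It rose to 4.86 without wild type 3, and it was not called without mutant 1 or mutant 2, when its mean normalized count fell under 50 (log2 fold changes 4.18 and 4.27). *Rpl35a* (ENSMUSG00000060636, chromosome 16, 33056539 to 33060275) rose by 2.81 on the log2 scale. The search for copies used its longest transcript, of 2858 bases, and asked for at least 50% of it. Shorter copies of *Rpl35a* would therefore be missed, and its counts may be uncertain as well. Among called genes other than the Y-linked ones, *Car2* (ENSMUSG00000027562, chromosome 3, 14886426 to 14900769) fell most, from 376 ± 41.9 to 2.19 ± 2.94 normalized counts (log2 fold change -7.38, SE 0.43, adjusted p = 5.8e-09). The mutants held 6 counts of *Car2*, and without mutant 3 its log2 fold change was -9.18. *Gsta4* (-3.10) and *Rps3a1* (-2.61) fell with adjusted p values of 7.2e-12 and 2.6e-12. *Rps3a1* is not named in the annotation, so copies of it were not searched for. *Gm1821* (-2.95, adjusted p = 1.7e-12) has 3 near-identical copies in the genome, the closest at 98.7% identity.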

**Figure 2:**
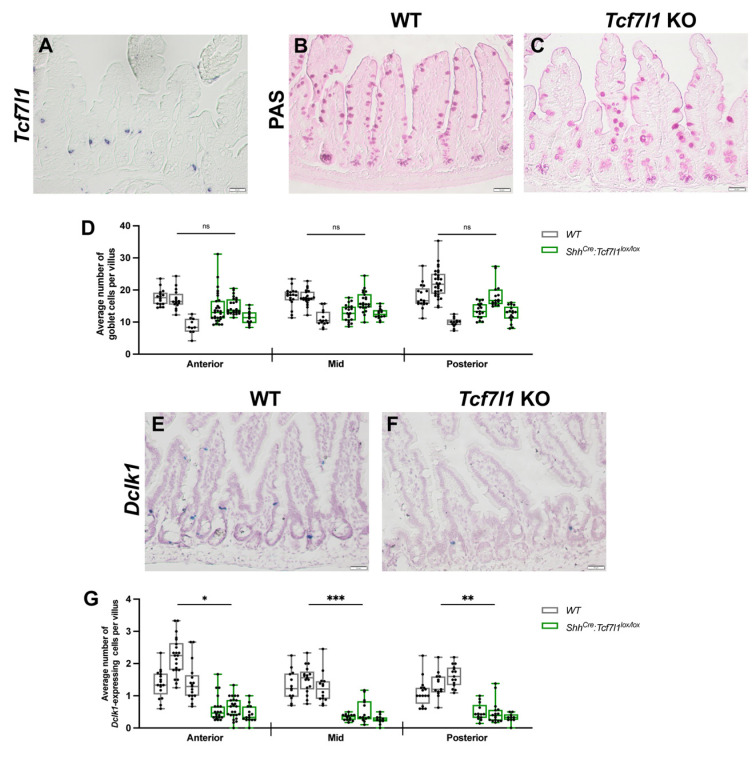
Loss of TCF7L1 function impairs the differentiation of tuft cells. (**A**) RNA in situ hybridization, showing *Tcf7l1*-expressing cells in mouse small intestinal epithelium. (**B**,**C**) Representative images of periodic acid–Schiff (PAS) staining of goblet cells in wild-type (**B**) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (**C**) mice. (**D**) Quantification of goblet cells in WT (grey) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (green) mice. Every dot shows an average number of stained cells per villus in a view field. (**E**,**F**) Representative images of *Dclk1* RNA in situ hybridization of the small intestinal epithelium of wild-type (**E**) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (**F**) mice. (**G**) Quantification of *Dclk1*-expressing cells in WT (grey) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (green) mice. Every dot shows an average number of stained cells per villus in a view field. Scale bar: 50 μm (**A**,**C**,**E**,**F**) Error bars are ±SD, n = 3 mice, ns stands for not significant, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 according to a two-tailed nested *t*-test.

**Figure 3:**
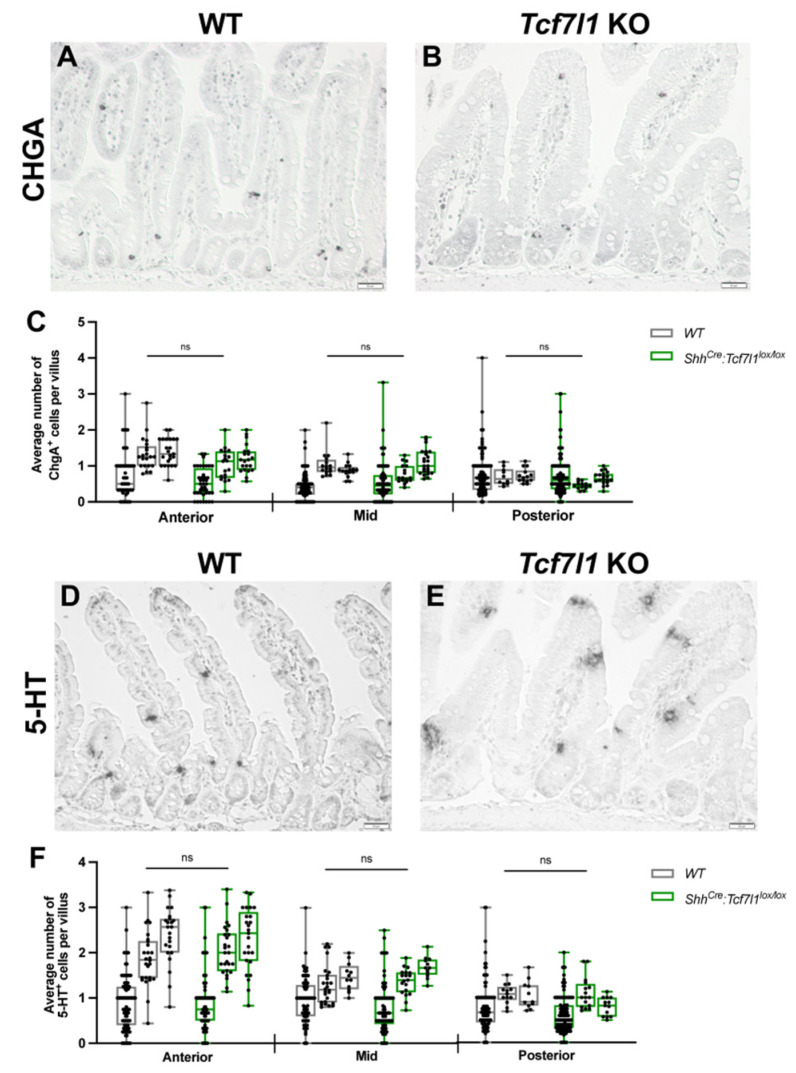
Tcf7l1 deletion does not affect enterochromaffin cell differentiation. (**A**,**B**) Representative images of immunostaining of CHGA-positive cells in the small intestinal epithelium of wild-type (**A**) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (**B**) mice. (**C**) Quantification of CHGA-positive cells in WT (grey) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (green) mice. Every dot shows an average number of stained cells per villus in a view field. (**D**,**E**) Representative 5-HT staining of wild-type (**D**) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (**E**) small intestine sections. (**F**) Quantification of the number of 5-HT-positive cells in WT (grey) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (green) mice. Every dot shows an average number of stained cells per villus in a view field. Scale bar: 50 μm (**A**,**B**,**D**,**E**). Error bars are ±SD, n = 3 mice according to a two-tailed nested *t*-test, ns stands for not significant.

**Figure 4:**
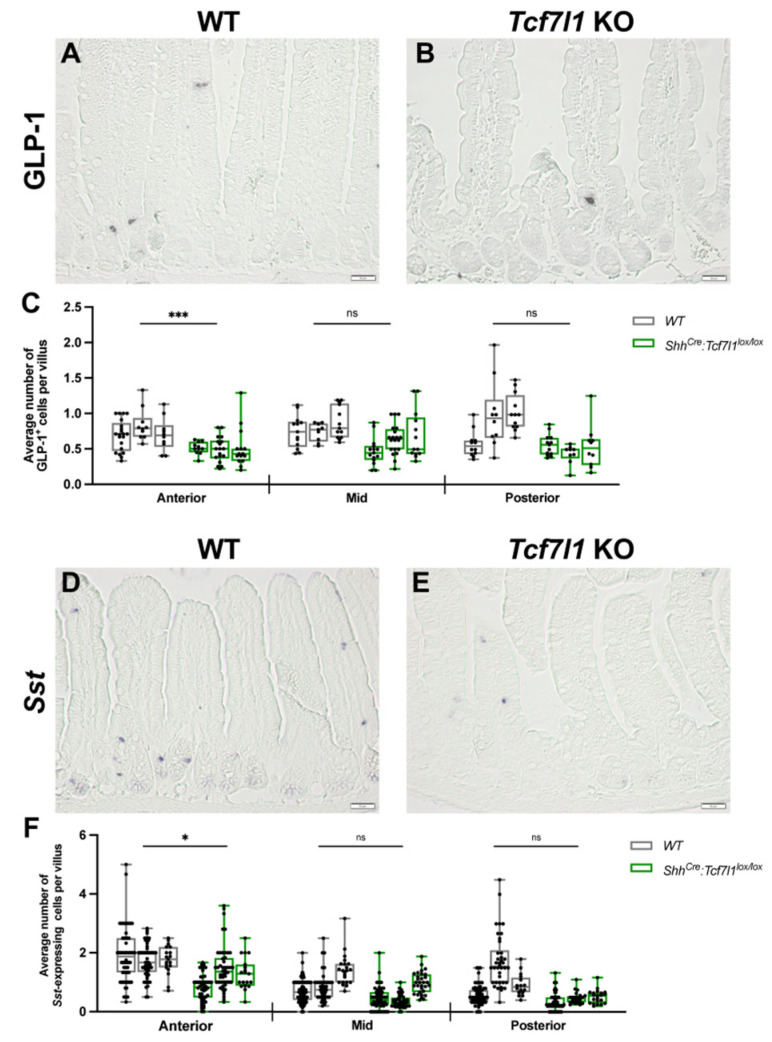
The numbers of L- and D-cells are decreased in *Tcf7l1* mutant small intestine. (**A**,**B**) Immunostainings for GLP-1 in wild-type (**A**) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (**B**) small intestine. (**C**) Quantification of GLP-1-positive cells in WT (grey) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (green) mice. Every dot shows an average number of stained cells per villus in a view field. (**D**,**E**) RNA in situ hybridization *for Sst* in wild-type (**D**) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (**E**) small intestines. (**F**) Quantification of *Sst*-positive cells in WT (grey) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (green) mice. Every dot shows an average number of stained cells per villus in a view field. Scale bar: 50 μm (**A**,**B**,**D**,**E**). Error bars are ±SD, n = 3 mice, ns stands for not significant, * *p* < 0.05 and *** *p* < 0.001 by two-tailed nested *t*-test.

**Figure 5:**
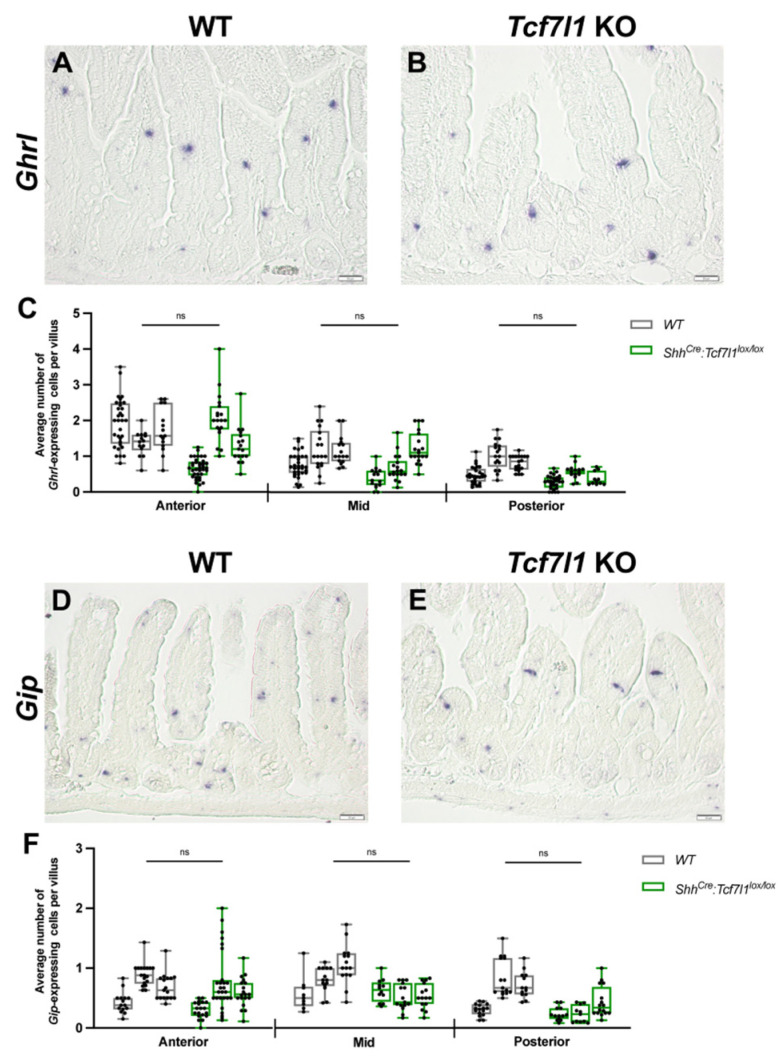
Effects of *Tcf7l1* ablation on the differentiation of X- and K-cells. (**A**,**B**) RNA in situ hybridization for *Ghrl* shows X-cells in the small intestinal epithelium of wild-type (**A**) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (**B**) mice. (**C**) Quantification of *Ghrl*-expressing cells in WT (grey) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (green) mice. Every dot shows an average number of stained cells per villus in a view field. (**D**,**E**) RNA in situ hybridization for *Gip* shows K-cells in the small intestinal epithelium of wild-type (**D**) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (**E**) mice. (**F**) Quantification of *Gip*-expressing cells in WT (grey) and *Shh^Cre-EGFP^:Tcf7l1^lox/lox^* (green) mice. Every dot shows an average number of stained cells per villus in a view field. Scale bar: 50 μm (**A**,**B**,**D**,**E**). Error bars are ±SD, n = 3 mice according to a two-tailed nested *t*-test, ns stands for not significant.

## Data Availability

The data discussed in this publication have been deposited in GEO database under accession number GSE226187.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12111452/s1, Figure S1: Transcriptional changes caused by loss of Tcf7l1 in the embryonic gut epithelium; Figure S2: TCF7L1 is dispensable for the proliferation of transit-amplifying cell and the differentiation of goblet and Paneth cells; Table S1: Genes upregulated in *Tcf7l1* KO; Table S2: Genes downregulated in *Tcf7l1* KO.

How the deposited data were processed for this re-analysis (not part of the article)

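RNA-sequencing counts were used for 6 libraries of EpCAM-positive small intestine epithelium at E13.5, 3 from mutant and 3 from wild type embryos, with 500 sorted cells in each. The authors made cDNA with the SMARTer v4 kit over 15 PCR cycles, sequenced it on a NextSeq 500, mapped the reads with STAR to mm9 and counted uniquely mapping reads per gene with featureCounts on a UCSC gene model. They deposited these raw read counts, not normalized, in a table for each library. Whether reads were counted by strand, and the sex, litter and genetic background of the embryos, are not stated in the paper's text. The authors' own analysis used DESeq2 with independent filtering and called genes by log2 fold change, FDR and, as their text states, an RPKM of at least 50. A mean normalized count of at least 50 was used here in its place, chosen from the paper's tables before the counts were examined, and the RPKM was kept as an alternative. The staining, PCR and adult data of the paper are not used here.

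The total counts lay between 18216537 and 20397278 in the 6 libraries. Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, a quasi-likelihood test on genotype and Benjamini-Hochberg adjustment. The common dispersion was 0.0209, a biological coefficient of variation of 0.144. Means and SD are of TMM-normalized counts. Gene lists were compared with the camera test of limma 3.58.1 on log2 CPM (prior count 2, correlation between genes 0.01), with Benjamini-Hochberg adjustment over the 19 lists that held a tested gene, out of 20 written. The lists cover stem cells, WNT targets, Notch targets, enterocytes, enteroendocrine, goblet and tuft cells, gastric epithelium, pancreas, liver, mesenchyme, blood, neural crest, endothelium, anterior and posterior intestine, the stress response, G2 and M phase, Y-linked genes and genes that escape X inactivation. The endothelium list had no tested gene and so has no result. Of the members, 16 genes are in several lists. Exact counting intervals are at 95% and were computed from the counts summed over the libraries of a group.

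The lists, the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined, except where the text says otherwise. The rule names the genes that the paper's text or Fig. 1C–E names for the E13.5 epithelium, the 5 largest rises and falls and the 5 smallest adjusted p in each direction among called genes without overlap between groups, 9 related genes, and 5 sex-linked genes seen in Tables S1 and S2 beforehand. Members of lists are named with their list. The alternatives were DESeq2 1.42.0, RLE normalization, library size as the only scaling, no filter on low counts, a filter at a mean of 50 counts, other thresholds, a loess correction for gene length (span 0.5), a replicate block and each library left out in turn, and for lists also limma's fry and a correlation estimated from the data.

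Positions, exon overlaps and transcript lengths come from an annotation of mm9, and near-identical copies were searched with BLAST+ 2.17.0 (at least 95% identity over at least 50% of the longest transcript). The tests were tried on simulated data, counts for 12397 genes with 200 changed by known folds. The changed genes had a mean normalized count of at least 50 and an absolute log2 fold change of at least 1. All simulated genes shared the common dispersion and varied independently. Recovery of smaller changes, or under noise that differs between genes, was thus not tested. The edgeR test recovered 96.5% of these and called 5 unchanged genes, and DESeq2 recovered 95.5% and called 7. With no change simulated, 0 lists passed, which does not test the list results under correlation between genes. A simulated trend with gene length gave 289 calls, and 3 after the length correction. Tables were computed with R and Python 3.11.15, and figures drawn with matplotlib 3.10.9.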

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

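The tests on the share of X-linked genes, on a single embryo or pool, on the Serpina1 copies, on gene length for the G2 and M phase list and both tests on the stress response list were chosen only after the result was seen. All results in this part concern genes outside those the paper discusses, except *Nkx6-3* in the gastric epithelium list.

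*Xist* was at least 357-fold higher in the mutant libraries, or 237-fold without wild type 2, and the 4 Y-linked genes were lower as a list (camera, adjusted p = 9.5e-10), in 3 of 3 libraries of each group. The median log2 fold change of the Y-linked genes with each gene at its bound is -10.08, and Table S2 holds all 4, which passed 0.01 both adjusted over the list alone and over all genes tested. Of 4 genes that escape X inactivation, 3 were higher, with a median of 0.50 (adjusted p = 0.0275, or 0.102 without wild type 3), and *Kdm5c* was not (-0.07). The same 3 passed an adjusted p of 0.01 when adjusted over the list alone and over all genes tested, and Table S1 holds 2 of the 4. These values are consistent with wild type libraries from male embryos and mutant libraries from female embryos. Sex then coincides with genotype in these libraries, and autosomal differences by sex cannot be told apart from those by genotype. The share of called genes was 8.77% on the X chromosome (37 of 422) and 8.70% on autosomes (996 of 11448, Fisher exact p = 0.930), which leaves autosomal effects open. If each library came from 1 embryo, 3 of one sex and 3 of the other, split by genotype in this way, would arise with a chance of 0.0313, and whether the libraries of a group share an embryo or a pool cannot be told apart from this chance.

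Of 14 tested genes of the gastric epithelium list, 13 were lower in the mutants, with a median log2 fold change of -1.79 (camera, adjusted p = 3.2e-06), and over the alternatives the adjusted p lay between 1.4e-10 and 0.0562. Adjusted over the list alone, 11 were lower at an adjusted p under 0.01, against 8 over all genes tested, and Table S2, made from these libraries, holds 8 of the 14. *Ctse* fell from 868 to 86.5 normalized counts and *Cldn18*, *Muc1* and *Dpcr1* had log2 fold changes of -2.81, -2.96 and -4.35. Stomach epithelium in the wild type dissections is a candidate explanation that the list does not decide. *Sox2* had 30 counts in wild type and 0 in mutants, but *Gkn1* did not fall (0.00), *Pgc* fell by 0.51 and *Tff1* had 0 counts in wild type. A loss of gastric-like expression in the mutants themselves stays open as well.

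All 20 genes of the G2 and M phase list were higher in the mutants, with a median log2 fold change of 0.54 (camera, adjusted p = 8.0e-10), and 13 were called. Adjusted over the list alone, 18 were higher at an adjusted p under 0.01, the same number as over all genes tested, and Table S1 holds 14 of the 20. After the gene-length correction the adjusted p was 1.2e-06, which argues against a length trend as the whole cause, and with an estimated correlation it was 0.161, the highest over the alternatives, the lowest being 6.7e-12. A larger share of dividing cells in the mutants may explain the list, as may the sex or the stage of the embryos, which were not tested.

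Of 27 genes of the stress response list, 18 were higher and 9 lower, with a median log2 fold change of 0.27 (camera, adjusted p = 0.0063). Adjusted over the list alone, 12 were higher and 5 lower at an adjusted p under 0.01, against 10 and 3 over all genes tested, and the tables hold 8 of the 27. *Atf3*, *Klf6* and *Nfkbia* rose (1.03, 0.94 and 0.98) while *Fos*, *Jun* and *Jund* fell (-0.44, -1.11 and -0.50), these being the 3 genes lower at an adjusted p under 0.01. A stronger response to dissociation and sorting in the mutant samples may add to this, but the members went both ways. The adjusted p was 0.0872 after the gene-length correction and 0.0314 with the correction centred on 0, chosen after seeing the data, and 0.0011 to 0.161 over all alternatives, so a length trend stays open.

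The 5 *Serpina1* genes fell together, from 2824 ± 226 to 296 ± 21.5 normalized counts (log2 ratio -3.26, in 3 of 3 libraries of each group). As the sum fell, a different division of the counted reads among the copies does not account for it. Only uniquely mapping reads were counted, so a change in the share of reads that fit several copies is not excluded. *Fgb* fell too (-4.13), but *Alb* had only 7 counts in the wild type libraries against 326 of *Fgb*, which argues against liver cells as the source. Of the 5 tested liver genes, 4 were lower, with a median of -0.28 (adjusted p = 0.13), and 2 passed 0.01 both adjusted over the list alone and over all genes tested, both in Table S2. A change within the epithelium remains open, whether by genotype, by sex or otherwise.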

How the results depend on the processing

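The gene-length correction centred on 0 was chosen only after the result was seen; the other alternatives were fixed earlier. In all of the refits, 0 of the main calls changed sign. The cause of the changes below was not tested except where stated.

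The number of genes higher in the mutants, 348, was 200 with library size as the only scaling, 727 with the gene-length correction, 902 with no minimum log2 fold change, 85 at an absolute log2 fold change of at least 1 and 106 at an RPKM of at least 50. The last 3 follow from the threshold itself. The number lower, 729, was 417 with the gene-length correction, 1178 at an adjusted p under 0.05, 284 at an absolute log2 fold change of at least 1 and 28 at an RPKM of at least 50. Leaving out each library in turn gave 405 to 867 lower genes, and 260 to 516 higher genes. With the replicate block, 339 were higher and 691 lower, of which 334 and 666 were shared. The replicate numbers do not pair the samples, since the residuals of libraries with the same number had correlations of 0.0097, -0.045 and -0.018 against -0.025 to 0.042 for other pairs.

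The stem cell list changed direction with library size only (adjusted p = 0.942), the gene-length correction (0.955) and the centred correction (0.653), and its values lay between 0.512 and 0.970 over the fits without 1 library. The Notch target list changed direction with no filter (0.748), the replicate block (0.808) and the length correction (0.725), between 0.812 and 0.985 over the fits without 1 library. The tuft list changed direction with the length correction (0.955) and the mesenchyme list with the filter at a mean of 50 counts (0.867). The goblet list lost its place under 0.05 with no filter (0.0613), the posterior intestine list with library size only (0.0570) and no filter (0.473), between 0.0112 and 0.0942 over the fits without 1 library, and the stress response list with the length correction (0.0872). The list of genes that escape X inactivation lay between 0.0150 and 0.102 over those fits. Passing 0.05 only in an alternative were the pancreas list with fry (0.0101), the blood list with the length correction (0.0217) and fry (0.0019), and the liver list with no filter (0.0391), the length correction (0.0099), the centred correction (0.0249) and fry (0.0082). With an estimated correlation, the enterocyte list had 0.0603, gastric epithelium 0.0562, Y-linked genes 0.0528, X escape 0.219, and enteroendocrine, goblet, anterior, posterior, stress and G2 and M phase lists 0.161.

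For calls near Tcf7l1, the Fisher exact p was 1 with no filter and with the filter at a mean of 50 counts, where the odds ratio was on the other side of 1, and 0.0156 with the length correction. For calls near Shh the Fisher exact p was 0.0452 with no filter. Of 65 named genes, 44 kept their call in all settings, and 21 changed in at least 1, with 42 settings weaker, 16 stronger and 4 reversed. Those reversed were *Axin2* (0.0121 without wild type 2, the lowest being -0.51), *Tcf7* (0.0011 without mutant 2, the lowest being -0.49), *Atoh1* (-0.22 without mutant 3, between -0.22 and 0.37) and *Pou2f3* (-0.0127 without wild type 3, the highest being 0.76). At the depth of these libraries 20 of 28 enteroendocrine genes did not pass the filter on low counts, so the list rests on 8 genes.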

Differences from the paper's values

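The choice to leave out 5 genes with 0 counts in one group (*Xist* and 4 Y-linked genes) from the comparison of log2 fold changes was made only after the result was seen, since fitted values of such genes depend on the prior count. Of 40 log2 fold changes compared with those of the paper's tables, 0 differed by more than the standard error of the edgeR fit. With the criteria used here no count of genes differed by more than 1.5 times. Both sets of values come from the same libraries, so this compares the processing only. With the RPKM of at least 50 that the paper's text states, in place of the mean normalized count, 106 genes were higher and 28 lower, against the paper's 400 and 800. Of the 407 and 781 genes in the paper's Tables S1 and S2, 154 and 28 have a mean RPKM of at least 50 there, and the smallest mean normalized counts in the tables are 52.5 and 50.4. Over all 1187 genes of the paper's tables tested here, every gene had the same sign and the log2 fold changes had a median absolute difference of 0.02. Of the genes called here, 1 higher and 25 lower are not in the tables. With the criteria used here and DESeq2, 410 genes were higher and 789 lower, among them all 407 and 781 genes of the tables, while edgeR called 347 and 704 of these.

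For *Kcne3*, *Lgr5* and *Spdef* the paper also cites quantitative PCR, a different measure that is not used here. Its statements on these genes thus do not rest on the sequencing counts alone. The paper lists *Kcne3* among the upregulated stem cell genes, and here it was not called, at a log2 fold change of 0.48. With DESeq2 (0.51), RLE normalization (0.50), without wild type 3 (0.56) and without mutant 1 (0.54) it was called, as it was with no minimum log2 fold change. The paper gives *Spdef* as downregulated, and here its adjusted p was 0.0133 (edgeR). It was called with DESeq2 (0.0087), no filter on low counts (0.0036), a filter at a mean of 50 counts (0.0096), the replicate block (0.0081) and without mutant 2 (0.0087), and at an adjusted p under 0.05. The paper describes *Chgb* as lost, and here the gene was not tested, with 4 counts in wild type 3 and 0 in each mutant library. It was called with DESeq2 and with no filter on low counts. The paper reports *Neurod1* and *Neurog3* as reduced, and here the first was not called, for a mean normalized count of 44.9, and the second was not tested. *Neurod1* was called without mutant 1, 2 or 3 and with no minimum mean normalized count, and *Neurog3* had an adjusted p of 1.8e-06 with no filter on low counts, at a mean of 44.0. With no filter and without wild type 1, mutant 1, mutant 2 or mutant 3, the mean of *Neurog3* was 51.5, 53.1, 52.1 or 53.3 and it was called. The paper treats *Lgr5* as unchanged, and here its log2 fold change was -0.52 without a call, or -0.64 with a call without wild type 3, and it was also called at an adjusted p under 0.05. The paper reads raised Notch activity in the mutants from *Olfm4*, and here *Hes1* was at -0.45, with 3 of 7 Notch targets higher and 4 lower.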

Other observations

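The tests on Gm1821 and its copy, on pancreas, on neighbouring genes and on the calls shared after the length correction were chosen only after the result was seen.

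The 6 libraries can be split into 3 and 3 in 10 ways, and 1 of the 10 splits, the real one, gave as many called genes, the others giving 0, with 103 to 623 genes at an unadjusted p under 0.05 against 5033. Similarly, 1 of 10 splits gave as many lists past an adjusted p of 0.05, with 10 lists against at most 4. With 10 splits the share cannot be under 0.1. After every library was thinned to the smallest total, 1086 genes were called (351 higher and 735 lower), 1056 of them shared with the calls at full depth, which argues against a difference in depth.

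Of 1037 called genes with a position, 20 lie within 10 Mb of *Tcf7l1* or *Shh*. The share near *Tcf7l1* was 4 of 43 tested genes (Fisher exact p = 0.79) and near *Shh* 16 of 142 (p = 0.29). An excess of calls near these alleles is thus not shown in the main fit. The windows hold too few tested genes to supply most calls in any case. Whether DNA of another strain changed single genes inside them is not decided by this test. The called genes near *Tcf7l1* include *Tcf7l1* itself and *Fabp1*. Of 349 strongly changed genes, 18 pairs lay next to each other, against 6.59 on average in 10000 shuffles (permutation p = 1e-04, the smallest these shuffles can give), some of them members of one family. Among pairs without overlap whose names begin differently, 11 were found, against 5.77 on average (permutation p = 0.0304). One of these, *F2rl1* and *F2r*, is a pair of one family that the names do not show, and without it 10 pairs remained (permutation p = 0.067), so an excess of unrelated neighbours is not shown. This definition was chosen after a first one gave 14 pairs against 5.88 (permutation p = 0.0026), or 21 against 6.72 in all. Whether different strains in the 2 groups or shared regulation of neighbours may add to such pairs cannot be told apart here.

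Called genes differed in length, with a median of 2728 bases for the higher and 4053.5 for the lower genes against 3669.5 for all tested, and a Spearman correlation of -0.21 between log2 fold change and length. Once each library's trend, centred to 0, was removed, 940 genes were called and the medians were 3705 and 3410.5. The correction removes such a difference by construction, so whether the trend is technical or belongs to the changed genes cannot be told apart. Of the called genes, 824 were shared with that fit, which argues against the trend as the source of most calls.

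The anterior intestine list was lower in 5 of 5 tested genes, with a median log2 fold change of -1.05 (camera, adjusted p = 0.0063). Of these, 3 were lower at an adjusted p under 0.01 when adjusted over the list alone, as over all genes tested. *Pdx1* and *Nkx6-3*, which the paper names, are among them, and the tables hold 3 of the 5. The posterior list fell as well, in 3 of 3 tested genes, with a median of -0.86 (adjusted p = 0.0356, or 0.0942 without wild type 3), and 2 passed 0.01 when adjusted over the list alone against 1 over all genes tested, with 0 in the tables. A different anterior to posterior make-up of the dissected intestine would move the 2 lists apart.

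The lower enteroendocrine genes might follow from raised Notch target expression, but the Notch list did not decide this (adjusted p = 0.965), and *Hes1*, looked at after its value was seen, fell (-0.45). Pancreas in the wild type dissections is unlikely as a source of these genes, since 8 of 15 pancreas genes, *Ptf1a* and *Cpa1* included, had 0 counts in every wild type library. The pancreas list had a median log2 fold change of -0.39 (adjusted p = 0.45), 2 of its genes passed 0.01 both adjusted over the list alone and over all genes tested, and Table S2 holds 1, *Pdx1*.

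*Gm1821* fell from 6452 to 836 normalized counts while its near-identical copy *Ubb* rose by 0.23 on the log2 scale. Their sum went from 23155 to 20479 (log2 ratio -0.18), so a different division of reads between the copies may account for part of the fall, and a change of *Gm1821* itself stays open.

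For the other lists, the median log2 fold change was 0.26 for 3 tuft cell genes (adjusted p = 0.45), -0.71 for 6 mesenchyme genes (0.69), 0.44 for 5 neural crest genes (0.42) and -2.07 for *Hbb-y*, the one tested blood gene (0.076), all from the camera test. An adjusted p under 0.01 was reached by 0 tuft cell, 0 neural crest, 4 mesenchyme and 1 blood genes when adjusted over the list alone, against 0, 0, 1 and 0 over all genes tested. Of the 4 mesenchyme genes, 2 were higher and 2 lower in the mutants, and the 1 that passed over all genes tested was lower. Apart from *Neurod1* and the sex-linked genes, one gene with at least 50 counts in each library of a group had 0 counts in the other, *BC049730*, with 273 counts in mutant and 0 in wild type libraries, named after its values were seen.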
